# Global transcriptional landscape and promoter mapping of the gut commensal *Bifidobacterium breve* UCC2003

**DOI:** 10.1186/s12864-017-4387-x

**Published:** 2017-12-28

**Authors:** Francesca Bottacini, Aldert Zomer, Christian Milani, Chiara Ferrario, Gabriele Andrea Lugli, Muireann Egan, Marco Ventura, Douwe van Sinderen

**Keywords:** Gene expression, Bifidobacteria, Probiotics, Transcription

## Abstract

**Background:**

*Bifidobacterium breve* represents a common member of the infant gut microbiota and its presence in the gut has been associated with host well being. For this reason it is relevant to investigate and understand the molecular mechanisms underlying the establishment, persistence and activities of this gut commensal in the host environment.

**Results:**

The assessment of vegetative promoters in the bifidobacterial prototype *Bifidobacterium breve* UCC2003 was performed employing a combination of RNA tiling array analysis and cDNA sequencing. Canonical −10 (TATAAT) and −35 (TTGACA) sequences were identified upstream of transcribed genes or operons, where deviations from this consensus correspond to transcription level variations. A Random Forest analysis assigned the −10 region of *B. breve* promoters as the element most impacting on the level of transcription, followed by the spacer length and the 5’-UTR length of transcripts. Furthermore, our transcriptome study also identified rho-independent termination as the most common and effective termination signal of highly and moderately transcribed operons in *B. breve*.

**Conclusion:**

The present study allowed us to identify genes and operons that are actively transcribed in this organism during logarithmic growth, and link promoter elements with levels of transcription of essential genes in this organism. As homologs of many of our identified genes are present across the whole genus *Bifidobacterium*, our dataset constitutes a transcriptomic reference to be used for future investigations of gene expression in members of this genus.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-017-4387-x) contains supplementary material, which is available to authorized users.

## Background

The development of Next Generation Sequencing (NGS) technologies has facilitated a genome-wide view of the transcriptional activities of an organism. The microarray-based technology for transcriptome analysis, which until recently was the tool of choice when assessing global transcription patterns of a given organism, has in recent years gradually been replaced by the alternative, NGS-based RNA-Seq approach [1].

Transcription levels in bacteria may vary considerably from gene to gene, and may also vary in response to (changes in) environmental conditions. In this context a key role is played by the RNA polymerase (RNAP) which is responsible for gene transcription. However, to initiate transcription RNAP requires (reversible) association with a sigma subunit (this complex is called the RNAP holoenzyme) in order to recognize the promoter sequence at two conserved DNA sequences that are located approximately 10 and 35 bp upstream of the transcriptional start site (TSS) [2, 3]. Once promoter recognition and transcription initiation has occurred, the sigma factor is released and RNAP (then referred to as RNAP core enzyme) proceeds with transcription.

In well characterized bacteria (such as *Escherichia coli* and *Bacillus subtilis*) several different sigma factors (between 7 and 10) have been identified, being responsible for global modulation of transcriptional patterns in response to changing growth conditions and environmental challenges [4, 5]. Extensive studies performed in *E. coli* have employed RNA sequencing (RNA-Seq) to identify and assess promoters recognized by the vegetative sigma-70 or RpoD sigma factor, which is responsible for transcription of housekeeping genes active during the exponential growth phase [3]. Transcription of such housekeeping genes is directed by constitutive promoters, which do not normally depend on particular transcription factors (TFs), and which consist of sequences that exhibit a high level of conservation [6].

Transcription termination in bacteria is caused by one of two principal mechanisms: *i*) rho-dependent transcriptional termination, which requires the presence of a stem-loop mediated pause site and the termination factor rho, and *ii*) rho-independent transcriptional termination, which involves a stem-loop structure followed by a poly-T sequence [7, 8]. Rho-independent transcriptional termination signals can be predicted by particular on-line tools such as ARNold, which employs RNAMotif and Erpin tools (http://rna.igmors.u-psud.fr/toolbox/arnold/) [9].

Bifidobacteria enjoy an ever increasing scientific interest due to the purported beneficial effects they elicit on their (human) host [10]. However, these gut commensals have remained relatively unexplored until recently due to their strict anaerobic metabolism and recalcitrance to genetic investigations [11, 12]. In order to investigate genetic features responsible for successful adaptation of bifidobacteria to the gut environment, we have used *Bifidobacterium breve* UCC2003 as a bifidobacterial prototype which has now become one of the most intensely characterized strains from a functional genomics perspective. Recently, genes have been identified which are essential for normal vegetative growth of this particular strain by employing a so-called TraDIS approach, which utilizes a mutant library of random Tn5 insertions combined with NGS to map the Tn5 insertion locations [13]. This study showed that the identified essential genes do not only represent housekeeping genes that constitute (part of) the core-genome, but that they may also represent non-conserved, strain-specific functions.

In the current study, we determined the global transcriptome of exponentially growing *B. breve* UCC2003 cells using two different approaches involving strand-specific tiling arrays and RNA-Seq analyses. The data generated from these analyses facilitated an in-depth investigation of the (vegetative) transcriptional landscape of this strain and reveal the principal features responsible for transcriptional initiation in this strain.

## Methods

### Array design and data analysis

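The sequences of the tiling probes, read from the deposited scanner files, were merged where they overlapped into 1 sequence of 2422679 bp with 58.7% G + C, and positions given here count from its first base, the first base of *dna*A. The probes were 60 nt long and started every 21 nt on either strand, so that neighbouring probes shared 39 nt. Of the 230722 tiling probes, 5453 (2.36%) matched more than 1 place in this sequence.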

Array probes that were 60 bp in length and overlapping with a 22 nt sliding window were designed across the forward and reverse strand of the *B. breve* UCC2003 genome sequence. In this manner an array containing a total of 230,722 probes (115,361 for either DNA strand) were obtained from Agilent Technologies and used for this study. 

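The arrays held 30 control probes for 10 genes, each printed in 10 spots. Their level is given as the log2 ratio of total RNA to genomic DNA (gDNA) signal, with the median of the tiling probes of each array set to 0 and the 2 arrays averaged. All 30 carried the sequence of the gene itself and not its complement, and their median log2(RNA/gDNA) was −0.41, with a range from −1.04 to 0.22. The tiling probes of the opposite sequence at the same places, to which the labelled transcript can bind, had a median of 1.66, and the tiling probes of the same sequence −0.29. Over all tiling probes that can bind its transcript, *dna*A (Bbr_0001) had a log2(RNA/gDNA) of 2.18 ± 0.07 (SD, n = 2 arrays), *dna*N (Bbr_0002) 1.62 ± 0.03, *gyr*B (Bbr_0005) 1.74 ± 0.05, *gyr*A (Bbr_0006) 1.35 ± 0.02 and *rec*F (Bbr_0003) 0.31 ± 0.05. Under loess normalization within each array, *dna*A fell to 1.20, *dna*N to 0.02, *gyr*B to 0.18, *gyr*A to −0.10 and *rec*F to −0.29.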

Probes designed on known housekeeping genes, i.e. *dna*A, *dna*N, *rec*F, *gyr*B and *gyr*A [14], were used as hybridization controls for the arrays.

An overnight culture of *B. breve* UCC2003 was inoculated into 2% glucose MRS (Difco) medium, grown until mid-log phase (at which point an OD_600nm_ value of approximately 0.5 had been achieved) and harvested by centrifugation. Cell disruption followed by DNA/RNA isolation was performed as described in a previous study [15]. A total of 5 μg of bifidobacterial gDNA constituting the baseline was labelled with Cy3 (green channel) as previously described [15], with the following modifications. Prior to labelling, RNAse was removed using phenol/chloroform extraction followed by ethanol precipitation. Bacterial RNA was directly labelled following isolation without cDNA synthesis with Cy5 (red channel) using the Kreatech Agilent RNA labeling kit EA-023. Labelled gDNA and mRNA were then hybridized employing the Agilent Gene Expression hybridization kit (5188–5242) as described in the Agilent manual, Two-Color Microarray-Based Gene Expression Analysis (v4.0) (publication no. G4140–90050). Following hybridization, the arrays were washed and scanned using Agilent’s G2565A DNA microarray scanner. The obtained results were processed with Agilent’s Feature Extraction software (version 9.5) and further analysed with the Limma package in Bioconductor (https://www.r-project.org/) [16].

Background correction of raw data was performed using the convolution model (normexp + offset method in Limma) and a linear model with empirical Bayes statistics was employed to fit the log ratios and retrieve the highly expressed probes (mRNA) compared to the baseline (gDNA), as from the relative manual (https://www.bioconductor.org).

### RNA-Seq experiment

Total RNA was isolated from *B. breve* UCC2003 cultures grown in MRS (Difco) following the same protocol as mentioned above for the tiling array experiment. The obtained cell pellet was resuspended in 1 ml of QIAZOL (Qiagen, United Kingdom) and placed in a tube containing 0.8 g of glass beads (diameter, 106 μm; Sigma). The cells were lysed by shaking the mix on a BioSpec homogenizer at 4 °C for 2 min (maximum setting). The mixture was then centrifuged at 12,000 rpm for 15 min, and the RNA-containing upper phase was recovered. RNA was further purified by phenol extraction and ethanol precipitation [17]. Quality and integrity of the RNA was checked by the Tape station 2200 (Agilent Technologies, USA) analysis. RNA concentration and purity were evaluated by Picodrop microlitre Spectrophotometer (Picodrop, UK).

For RNA sequencing, 2.5 μg of total RNA was treated by the Ribo-Zero Magnetic kit (Illumina) to remove ribosomal RNA, followed by purification of the rRNA-depleted sample by ethanol precipitation. RNA was further processed according to the manufacturer’s instructions. The yield of rRNA depletion was checked by Tape station 2200 (Agilent Technologies). Then, 400 ng of the rRNA-depleted RNA sample was fragmented using a Bioruptor NGS ultrasonicator (Diagenode, USA) followed by size evaluation using Tape station 2200 (Agilent Technologies). A whole transcriptome library was constructed using the TruSeq Stranded RNA LT Kit (Illumina). Samples were loaded into a Flow Cell V3 150 cycles (Illumina) as reported by the technical support guide. The reads were depleted of adapters, quality filtered (with overall quality, quality window and length filters) and aligned to the *Bifidobacterium* reference genome through BWA [18]. Counting of reads whose sequences correspond to ORFs was performed using HTSeq (http://htseq.readthedocs.io/en/release_0.9.1/) and analysis of the RPKM values was performed using the formula RPKM = numReads/(geneLength/1000 ∗ totalNum-Reads/1,000,000) [19].

### Identification of promoters and transcriptional terminators

In order to define a transcriptional unit (TU) in *B. breve*, transcriptional start sites (TSSs) and termination sites (TTSs) were deduced from the combination of tiling arrays and RNA-Seq data. Array probes were first aligned to the full nucleotide sequence of *B. breve* UCC2003 (Genbank: NC_020517) using BLAT aligner [20] with masking of highly repeated regions (IS elements and transposases) so as to obtain start and end coordinates of each probe mapped to the *B. breve* UCC2003 genome. For each expressed gene or operon the start and end coordinates of the transcript were obtained from the first to the last base position from probes that elicit significant hybridization signals (Limma computed FDR *p*-value of 0.0001) at which mRNA signal discriminates from the gDNA baseline and compared to the RNA-Seq mapped reads. In the case of RNA-Seq transcriptional starts and ends were defined at the first and last base of reads where an increase or drop in sequence coverage was observed. The best fit to a canonical −10 and −35 promoter sequence in *B. breve* was first searched using Meme Suite (http://meme-suite.org/) over a region of 62 bp upstream of the TSS of a training set of 75 high/medium level transcribed housekeeping genes. The obtained predicted canonical promoter was then used to compile a promoter list for the remaining transcribed genes using a combination of Meme (http://meme-suite.org/) and manual annotation in Artemis (http://www.sanger.ac.uk/science/tools/artemis). All manually annotated promoters were first re-aligned with Meme to ensure that −10 and −35 were detected at their optimal position.

Rho-independent transcriptional terminators were first predicted using ARNold [21] and manually refined comparing tiling arrays signals and RNA-Seq alignment in Artemis (http://www.sanger.ac.uk/science/tools/artemis). Where appropriate, additional terminators to the ones predicted above were included following a manual search for the presence of polyT stretches downstream of putative stem-loop structures at the end of transcripts.

Parameters associated with the predicted promoter sequences were first retrieved and stored in variables to be used as classifiers in Random Forest (RF) analysis. Information contained in these classifiers was extracted from the promoter region (from 24 bp upstream of the −35 sequence, to 9 bp downstream of the −10 sequence) resulting in a 62 basepair region (on average), which was manually aligned with the predicted transcription start and the −10 and −35 regions. Random forest (RF) analysis was then performed using the RandomForest v4.6–10 package in R (https://cran.r-project.org). Random forest classification was performed to identify signature classifiers for discrimination of not-expressed, low, medium and highly expressed genes. This classification model, consisting of 5000 decision trees was trained on random subsets of properties and sequences of promoter regions of expressed genes and 270,000 promoter-sized kmers in the intergenic region of *B. breve* UCC2003 (excluding the promoters) as negative control. The classifiers chosen for RF were: spacer length (bp), leader length (distance between promoter and start of the gene), AT % of the −35 upstream region, AT % of the −35 signal, AT% of the spacer, AT % of the −10 region and AT % of the −10 downstream region and all aligned bases in the 62 bp promoter region. Three classes were chosen based on the differential hybridization level between mRNA signal vs gDNA baseline: high (>10 fold), medium (3 < 10 fold) and low (<3 fold) level of transcription.

### Matching predicted core and/or essential genes with transcriptomic data

In order to assess if the identified transcribed genes are part of the *B. breve* core-genome and/or conserved across the *Bifidobacterium* genus, information from comparative genome analysis was integrated into our transcriptome dataset. Deduced amino acid sequences from the identified ORFs of *B. breve* UCC2003 were compared using BLASTP (e-value for significance: 0.0001) with orthologues previously retrieved from seven fully sequenced and publicly available *B. breve* genomes as well as 46 *Bifidobacterium* type strains [22–24].

In order to combine our expression data with information related to essential *B. breve* UCC2003 genes, the list of transcribed genes in our datasets was compared with genes that were deemed essential based on analysis of an insertional mutant library of this strain combined with TraDIS sequencing [22]. A circos plot was then generated for data visualization and circular representation of results (http://circos.ca/).

### Prediction of small RNAs

Prediction of sRNAs and RNA-based regulatory elements was performed using the RNAspace web server (http://www.rnaspace.org/) and the Rfam database (http://rfam.xfam.org/) and the entire nucleotide sequence of *B. breve* UCC2003 as input.

Artemis v16 (http://www.sanger.ac.uk/science/tools/artemis) was used to inspect the results and for data representation.

## Results and discussion

### Tiling arrays and RNA-Seq alignment

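Total RNA from cells in mid-logarithmic growth was labelled directly with Cy5 and hybridised together with gDNA labelled with Cy3. The 2 tiling arrays are given as replicates 1 and 2 of a single condition. There was no dye swap, and each array was its own slide, so slide and replicate cannot be separated. The authors deposited the intensities that Agilent Feature Extraction 9.5.1.1 measured for each of 236826 spots per array, together with a table of the ratio of the processed red signal to the processed green signal. The median tiling probe had a gDNA signal of 13487 on replicate 1 and 3011 on replicate 2, over a background of 50 and 46, and an RNA signal of 5562 and 2913, over a background of 51.5 and 40. The RNA signal was saturated at 4368 tiling spots of replicate 1 and 1961 of replicate 2, and the gDNA signal at 2618 and 0. The number of arrays limits the precision of all levels.
Mean spot intensities were corrected for background by normexp with an offset of 50, and spots with an outlier flag (14 and 19) were left out. The log2(RNA/gDNA) of each array was then centred on the median of its tiling probes, a shift of −0.53 on replicate 1 and 0.44 on replicate 2. The model behind normexp took 72.3% and 66.1% of the gDNA signal of the median probe for background, and 40.5% and 39.1% of its RNA signal, which sets the size of each ratio. Each probe was tested against 0 by limma, the package the paper's methods name, with Benjamini-Hochberg adjustment over the 230722 tiling probes. A probe passed with a positive ratio at an adjusted p of at most 0.0001, which 42431 probes did, and 20 probes were past this value with a negative ratio. The log2 ratios of both arrays had a Pearson correlation of 0.974 and a Spearman correlation of 0.927 across tiling probes, which are not independent replicates. Since the label sits on the RNA, a gene was read from the probes that carry the complement of its transcript. A gene's level is the mean log2(RNA/gDNA) of these probes with their midpoint inside the gene, given as the mean and SD of the 2 arrays.
Genes were found with Prodigal 2.6.3 in the merged probe sequence, which gave 2029 CDSs. Locus tags were placed on them from the promoter sequences and leader lengths of Table S2 and, between placed genes, from the order of the tags where the number of CDSs and tags was equal. A further 7 tags were placed by the names of control probes. In these ways 1231 tags were placed, among them 820 of the 983 genes of Table S1. With the tags moved along by 1 gene, the Spearman correlation of level and RPKM across genes was 0.25 in 1 direction and 0.26 in the other. RNA-Seq reads were not analysed here, and RPKM values are those of Table S1.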

The transcriptome of exponentially growing *B. breve* UCC2003 cells, when cultivated under standard laboratory conditions (growth in liquid MRS medium supplemented with 2% glucose), was determined in this study using two different technologies involving a hybridization-based approach availing of whole-genome tiling arrays integrated with data obtained by (Illumina) high throughput RNA sequencing (Additional file 1: Table S1) (Additional file 2: Figure S1 panel a).

The analysed data obtained from the tiling arrays revealed that a total of 852 coding sequences (CDSs), as well as 47 tRNA and 6 rRNA genes were transcribed under the applied conditions in *B. breve* UCC2003. 

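A CDS, tRNA gene or rRNA locus was counted as transcribed when at least 50% of its probes passed. By this rule, 723 of the 2029 CDSs (35.6%), 52 of 53 tRNA genes and both rRNA loci were transcribed. The level was above 10-fold in 184 of the 723 CDSs, between 3- and 10-fold in 513 and below 3-fold in 26. The lowest log2(RNA/gDNA) of a transcribed CDS was 1.39 and the median was 2.51. The genes within an rRNA locus were not counted apart, and the probes of either locus match more than 1 place. The tRNA gene that was not counted is a tyrosine tRNA at position 437590, with a log2(RNA/gDNA) of −0.36 ± 0.02 (SD, n = 2 arrays).
The opposite strand of a CDS was called by the same rule in 11 cases. The opposite strand had a median log2(RNA/gDNA) of −0.25 and a 95th percentile of 0.38. Of the 1306 CDSs that were not counted, 629 (48.2%) lay above this percentile. In arrays simulated from the opposite-strand probes with 1000 of the 2029 CDSs raised, the rule found 250 of 250 CDSs simulated at a log2 of 2 and 0 of 250 at a log2 of 1. With 200 CDSs raised, it found 50 of 50 at a log2 of 3 but 1 of 50 at a log2 of 2, so that levels near 2-fold cannot be counted by it. The alternative that raised the count most was an adjusted p of at most 0.05, with 1362 CDSs and 90 opposite strands. A limma fit to the mean of each gene's probes gave 0 CDSs at an adjusted p of at most 0.0001, where the smallest value was 0.000117, but 1485 at 0.05 and 1486 at an unadjusted p under 0.05.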

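Of the 723 CDSs counted as transcribed on the arrays, 632 had a placed locus tag, and 605 of these (95.7%, 95% Wilson confidence interval 93.9 to 97.0%, counting error only) were listed in Table S1. Tags rest mainly on the promoters of Table S2, which lists TUs that the paper found transcribed. They were placed on 599 of the 1306 CDSs that were not counted. The share listed may thus be lower among the 91 counted CDSs without a tag. Among the alternatives, this share was lowest at an adjusted p of at most 0.05 (78.1%), followed by centring on the mode (88.9%). Of the 599 CDSs with a placed tag that were not counted, 215 (35.9%) were listed. The array level and log2 of the RPKM had a Spearman correlation of 0.77 and a Pearson correlation of 0.85 across 820 genes, which are not independent replicates. Either array alone gave a Spearman correlation of 0.77. Loess normalization within each array moved this value most, to 0.60. From the share of array-detected genes that were also found by sequencing, the paper concludes that the reproducibility between the technologies was good.

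**Figure D1:**
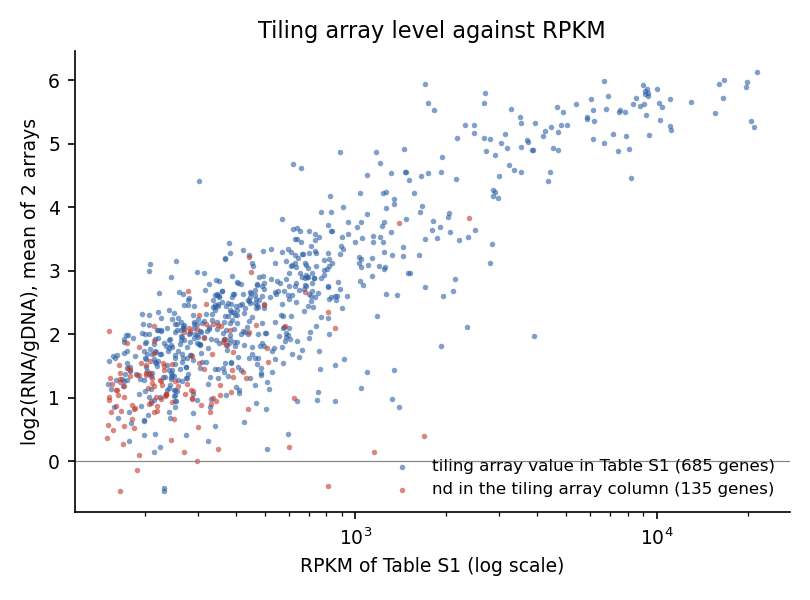
Mean log2(RNA/gDNA) of the 2 arrays against the RPKM of Table S1 (log scale) for 820 genes with a placed locus tag, in blue for the 685 genes with a value in the tiling array column of Table S1 and in red for the 135 genes without one. The red points lie mostly at low RPKM and low array level.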

Comparison of the micro array-mediated transcriptome output with the transcriptome as determined by sequencing data (RNA-Seq) showed that 84.3% of the genes identified as being transcribed in the tiling array approach were also identified by the RNA-Seq approach, confirming good reproducibility between these two technologies (Fig. 1 panels a & b). However, it is worth mentioning that the RNA-Seq dataset permitted the identification of 265 additional genes, which had not been detected as significantly transcribed in the tiling arrays (Additional file 1: Table S1). 

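In Table S1, 685 of the 718 genes with a value in the tiling array column had a placed locus tag. The column gives nd for 265 genes, and only 135 of these were placed, which may not stand for the rest. Their median log2(RNA/gDNA) was 1.25 (quartiles 0.93 and 1.72), against 2.46 (quartiles 1.75 and 3.34) for the 685 placed genes with a value. The difference of medians was −1.21 (two-sided permutation test over genes, p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 1.5e-05 over 6 tests), with the same sign on both arrays. By the rule used here, 44 of the 135 genes (32.6%) were counted as transcribed on the arrays, against 561 of the 685 (81.9%). The paper did not detect the genes with nd on the tiling arrays, so their lower level here follows in part from that grouping.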

As the majority of these genes shows RPKM values around the cut-off of 150 RPKM, this suggests that either tiling array data are more affected by background hybridization signals across the genome or that RNA-Seq data lead a higher rate of false positives (Additional file 2: Figure S1 panels a & b).

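The RPKM of the genes with nd in Table S1 had a median of 257, against 472 for the other genes of the table, and 63.8% of them lay under 300 RPKM. The lowest RPKM in the table was 150. On the arrays, the median share of probes that passed was 25.8% in the placed genes with nd and 93.1% in the other placed genes. From the RPKM values, the paper proposes either a stronger effect of background hybridisation on the arrays or more false positives in RNA-Seq.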

**Fig. 1:**
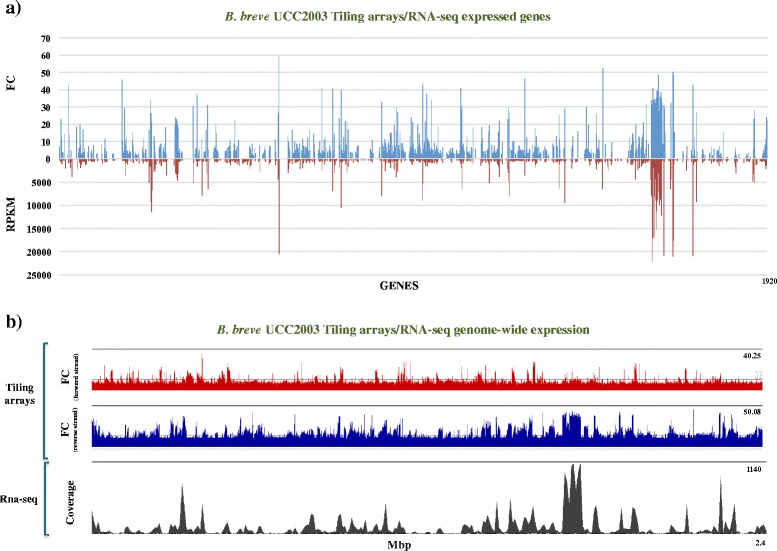
Tiling arrays and RNA-Seq alignment. Genome-wide transcription of the *B. breve* UCC2003 chromosome obtained using a combination of tiling array and RNA-Seq technologies. **a** Alignment of transcription patterns of *B. breve* genes (ORFs) as obtained from tiling array (blue) or RNA-Seq (red) data. Expression levels are indicated as RPKM (Reads Per Kilobase of transcript per Million mapped reads) in RNA-Seq dataset and FC (Fold-Change expressed as RNA signal strength vs gDNA baseline) in tiling arrays. **b** Genome-wide transcription of the *B. breve* UCC2003 chromosome as determined by a strand-specific tiling array (red for the forward and blue for the reverse strand) or RNA-Seq (grey)

Despite the above mentioned corresponding data generated by the two distinct transcriptome methods, some differences were observed. For example, we observed a non-even distribution of RNA-Seq reads across the same transcript, which is not (or much less so) noted for the tiling array approach, where the hybridization signals seem to be relatively evenly spread across a single transcript (Fig. 2 panel a). This difference can be explained by several factors known to affect RNA-Seq technology, such as the *i*) presence of mRNA secondary structures influencing the cDNA synthesis, *ii*) ambiguity in read mapping, *iii*) random hexamer priming in cDNA generation which biases the nucleotide composition at the start of sequencing reads, and/or *iv*) fragmentation during library preparation [25–27]. 

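The spread of the array signal along a transcript was taken as the SD of log2(RNA/gDNA) over the probes of a gene, for the 704 transcribed CDSs with at least 10 probes. Its median was 0.55 (quartiles 0.46 and 0.65). The median SD between the 2 arrays over the same probes was 0.14, with the mean difference of each gene between the arrays taken out. The profile along a gene was shared by the arrays, with a median correlation of 0.94 between their probe profiles. The variation between the probes of 1 gene was thus larger than the spread between replicates, shifts of a whole gene left aside. Without background correction, the alternative that lowered it most, the median SD was 0.42. The evenness of RNA-Seq reads was not analysed here. The paper reasons that direct labelling of the RNA, without cDNA synthesis, makes array data less prone to positional bias.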

An advantage of the tiling array approach, as applied here, is that due to the direct labelling of mRNA (which therefore does not require cDNA synthesis) the obtained data is less affected by positional biases. What we observed in the tiling array approach is a more pronounced and consistent signal along individual transcripts (Fig. 2 panel a), also allowing a more accurate classification of genes based on fold-change or FC (level of RNA signal strength vs gDNA baseline) compared to RPKM [28].

**Fig. 2:**
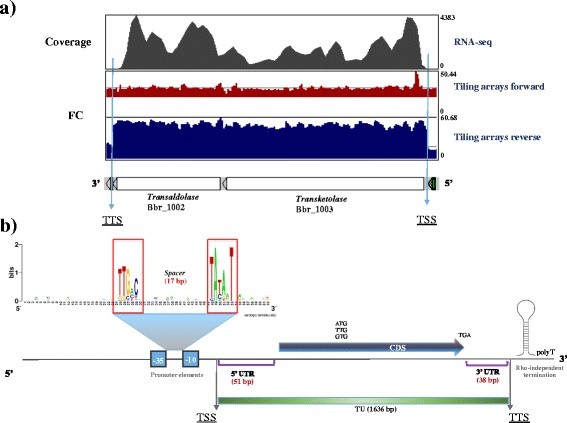
*B. breve* transcriptional unit organization. Characteristic elements of a typical, highly expressed TU in *B. breve*. **a** Comparative transcription patterns of highly transcribed TU encoding the transaldolase/transketolase proteins. Directional tiling arrays signals are expressed in red (forward strand) and blue (reverse strand), while RNA-Seq expression levels are indicated in grey. From this representation it is possible to appreciate the non-even distribution of RNA-Seq reads across the transcript as compared to the array signals. **b** Schematic representation of a bifidobacterial TU with relative main features (e.g. the promoter elements −10 and −35 located upstream a TSS as well as the TTS (rho-independent transcriptional termination)

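The transaldolase gene (Bbr_1002, 1268714 to 1269817) and the transketolase gene (Bbr_1003, 1269891 to 1271999) lie on the reverse strand. The log2(RNA/gDNA) over the 161 probes of the TU was 5.69 ± 0.36 (SD, n = 2 arrays; limma adjusted p = 0.000266, above 0 on both arrays), which is at least 51.7-fold, since 87.0% of these probes on replicate 1 and 40.4% on replicate 2 were saturated in the RNA channel. Bbr_1002 had 5.93 ± 0.47 and Bbr_1003 5.63 ± 0.32. All but 1 of the 161 probes passed, and the SD along the probes was 0.54 on replicate 1 and 0.71 on replicate 2, where saturation narrows the range. The signal began at position 1272098, at the first base after the −10 hexamer of Table S2, and ended at 1268637, 77 bp beyond the stop codon of Bbr_1002. It fell by at least 4.86 on the log2 scale between the last 200 bp of Bbr_1002 and the 200 bp beyond its terminator. The opposite strand had a log2(RNA/gDNA) of −0.01.

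**Figure D2:**
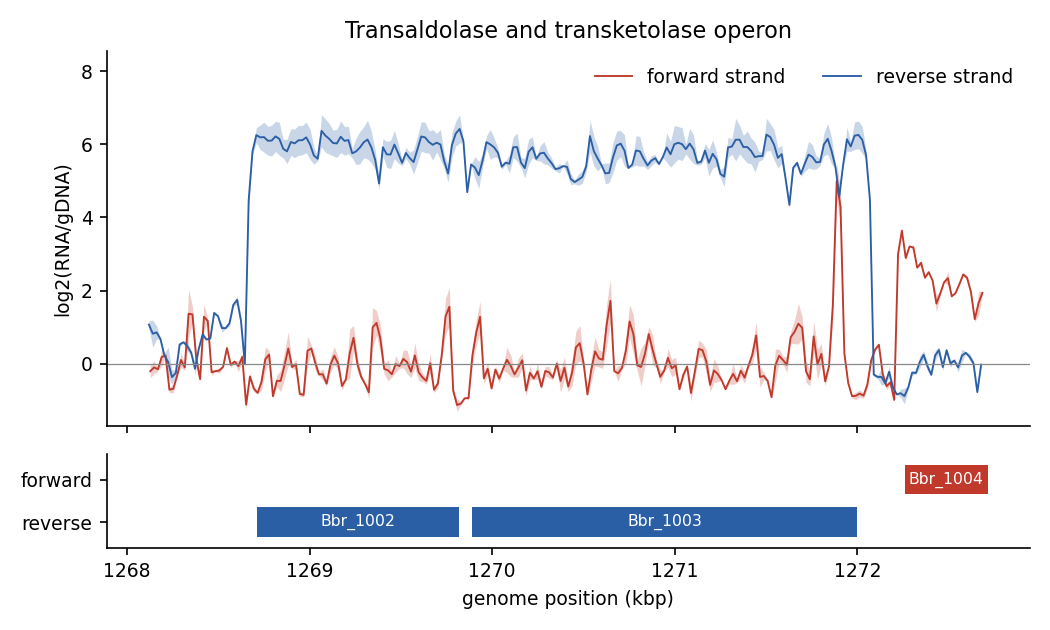
Log2(RNA/gDNA) of each tiling probe by genome position, for RNA of the forward strand (red) and of the reverse strand (blue). Lines are the mean of the 2 arrays and bands span both arrays; the lower panel shows the placed genes. The reverse strand rises at the start of Bbr_1003 and falls after Bbr_1002.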

The 22 bp sliding window used to design the array probes introduced a degree of uncertainty in the determination of the exact transcriptional start site (TSS), although a precise location of the TSS could in most cases be verified by RNA-Seq information (see below). Despite the high level of concordance obtained between the tiling array and RNA-Seq data sets, we found higher reproducibility for those genes exhibiting high or medium transcription levels. 

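Grouped by array level, 175 of 177 transcribed CDSs above 10-fold with a placed tag (98.9%) were listed in Table S1, 411 of 433 between 3- and 10-fold (94.9%) and 19 of 22 below 3-fold (86.4%). The Spearman correlation of level and RPKM across genes was 0.81 for 175 genes above 10-fold, 0.56 for 415 genes between 3- and 10-fold and 0.08 for 230 genes below 3-fold. The groups were cut on the array level and Table S1 starts at 150 RPKM, which narrows the range within a group and by itself lowers a correlation. These correlations thus cannot show whether agreement differs between levels. The median SD between the arrays was 0.13 on the log2 scale in CDSs above 10-fold, 0.03 in those between 3- and 10-fold and 0.05 in those below.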

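Of all CDSs, 184 had an array level above 10-fold and all of these were counted as transcribed. Of the 521 CDSs between 3- and 10-fold, 98.5% were counted, and of the 1324 below 3-fold, 26 CDSs were. The median log2(RNA/gDNA) of the CDSs that were not counted was 0.33, which lies under the 95th percentile of the opposite strand.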

In fact, genes eliciting a low transcriptional level in tiling arrays were sometimes hard to identify as their hybridization signals were very close to baseline signal levels.

With the objective of defining TSSs of vegetatively transcribed genes and operons in *B. breve*, array and RNA-Seq data were first independently processed and subsequently compared. 

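The first significant probe of a TU was taken as the first of a run of passing probes that reached the first gene, with 1 failing probe allowed. Its first base was compared with the base after the −10 hexamer, called the start in Table S2 here. The 5′-UTRs of Table S2 count from this base, which is the edge of the promoter and no measured TSS. The paper places start sites downstream of its promoters, so distances upstream of this base are shorter than distances from such sites. A first significant base was found for 373 of 396 TUs; 12 TUs had no passing probe at the first gene and in 11 the run went on for 500 bp. It lay a median of 16 bp upstream of the start in Table S2 (quartiles 7 and 24, 95% confidence interval of the median 14 to 18). An adjusted p of at most 0.05 moved this median most, to 21.5 bp.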

In the specific case of tiling arrays, TSSs were assigned at the first base position of the first significantly expressed probe in the 5’-UTR region of a transcript. As the tiling array employed in the current study was designed based on a 22 bp sliding window, this was inevitably going to impact on the TSS-assignment accuracy. For this reason TSSs were also determined from RNA-Seq data and compared, which revealed that the vast majority of discrepancies between the obtained predictions ranged between 25 and 50 bp, where a given TSS predicted from RNA-Seq was always located downstream of the corresponding array-based TSS. 

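Of the 373 TUs with a first significant base, 83.4% had it upstream of the start in Table S2 and 78.3% had it between 0 and 60 bp upstream. It lay more than 60 bp upstream in 23 TUs and more than 60 bp downstream in 6. In arrays simulated with the transcripts of Table S2 at a log2 of 4, the same procedure placed the start a median of 41 bp upstream, and 95.3% of 358 TUs fell between 0 and 60 bp. The RNA-Seq start sites themselves were not analysed here.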

As the arrays were designed based on 60 bp probes with 22 bp overlap, we expected an overestimation of TSS in tiling arrays of at least 22 bp. Our comparison of TSS prediction performed with these two approaches revealed that the associated error of predicting TSSs from our array design does not exceed the size of one probe (Fig. 3 panel a). A further comparison of our result with the TSS experimentally determined for three housekeeping genes in *B. breve* UCC2003 (*hrc*A:Bbr_1004, *clp*C:Bbr_1356 and *gro*ES:Bbr_1668) [29–31] returned a prediction error of 13, 23 and 32 bp respectively, which is also comparable with our predicted error. 

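For *hrc*A (Bbr_1004), the first significant base lay at position 1272193, 20 bp upstream of the transcript start in Table S2, and for *clp*C (Bbr_1356) at 1692644, 14 bp upstream. Their levels were 1.75 ± 0.01 and 3.82 ± 0.08 (log2, SD, n = 2 arrays). The start of *gro*ES (Bbr_1668) could not be read in this way, because the run of passing probes went on upstream for over 500 bp. The arrays also held 591 probes around *gro*ES that start 1 bp apart. They had a median log2(RNA/gDNA) of 5.73 ± 0.54 (SD, n = 2 arrays) inside the gene and 3.00 upstream of it. The farthest upstream probe above the midpoint of these values ended at 2057535 and overlapped the transcript of Table S2, which starts at 2057505, by 30 nt. The experimentally determined start sites of the 3 genes were not used here.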

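The TUs were grouped by their array level, the mean log2(RNA/gDNA) of their probes. The first significant base lay outside 0 to 60 bp upstream of the start in Table S2 in 26 of 79 weakly transcribed TUs (32.9%), and in 53 of 290 highly and moderately transcribed TUs (18.3%; two-sided Fisher's exact test, p = 0.00803, adjusted p = 0.0241 over 12 tests). The median offset was 21 bp in highly, 15 bp in moderately and 9 bp in weakly transcribed TUs, with an interquartile range of 16.8, 16 and 26 bp.

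**Figure D3:**
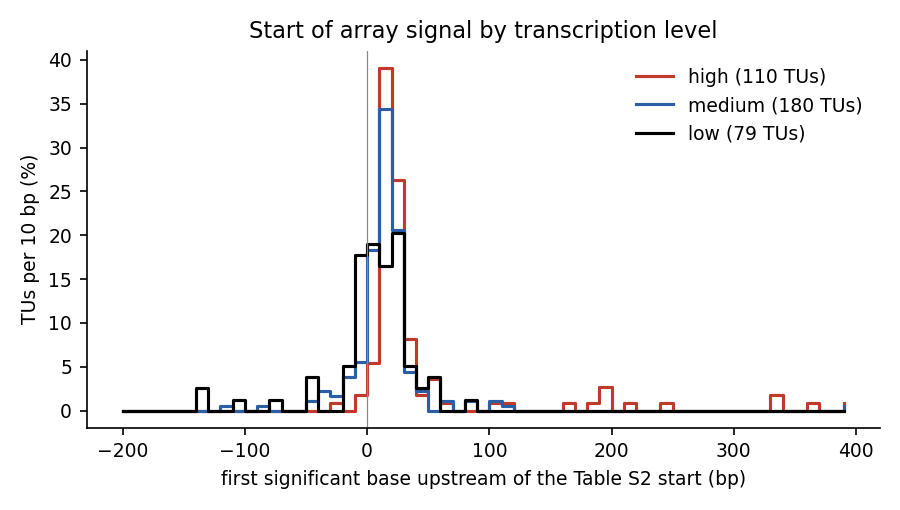
Distance by which the first significant base lies upstream of the start in Table S2 (bp, in bins of 10 bp, values beyond the axis in the outermost bins), as the percentage of the TUs of each level: 110 high, 180 medium and 79 low. The curve of low TUs is the broadest and reaches below 0.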

Interestingly, when we exclude weakly transcribed genes, we noticed a decrease of discrepant predictions located at the extremities of the distribution, confirming the suspected higher impact of weakly transcribed genes in TSS misassignments (Fig. 3 panel b). Weakly transcribed genes may be affected by factors such as higher background interference, lower mRNA stability or low number of guanines in probes (labelled at N7 position), making the associated predictions in some cases inconsistent.

**Fig. 3:**
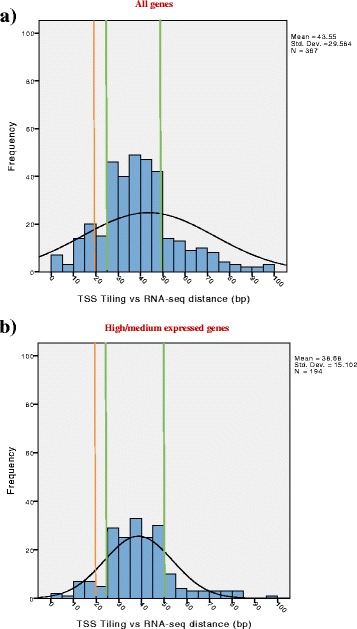
Tiling arrays and RNA-Seq accuracy. Evaluation of the obtained accuracy in determining the exact position of TSSs using tiling array and RNA-Seq data. **a** Barplot showing the discrepancy between TSSs predicted by tiling array or RNA-Seq data as based on all genes. A green line indicates the ranges of detection with higher frequency of hits, while an orange line indicates the expected discrepancy value. From this chart it is possible to assess how the discrepancy in predicting a TSS ranges between 25 and 50 bp. **b** Discrepancy between TSS predicted by tiling array and RNA-Seq approaches when based only on high and medium transcribed genes. A green line indicates the ranges of detection with higher frequency of hits, while an orange line indicates the expected discrepancy value. As from the chart is possble to observe a decrease of discrepant predictions located at the extremities of the distribution when the lowly transcribed genes are removed

### Transcriptional initiation and termination in *B. breve*

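Of the 419 entries of Table S2, 409 had an exact match of their promoter in the merged probe sequence and 395 TUs were placed with both ends, among them 2 rRNA loci. At least 50% of the probes passed in 312 of these 395 TUs (79.0%), and the median share of passing probes was 85.7%. TUs that Table S2 gives as high had a median of 39.8-fold (84 TUs), medium 6.81-fold (145 TUs) and low 3.03-fold (166 TUs). With the limits of 3- and 10-fold applied to the levels measured here, 260 of the 395 TUs (65.8%) fell in the same class as in Table S2.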

Integration of data generated using tiling arrays and RNA-Seq platforms allowed us to determine the (approximate) TSS of 413 genes and/or operons (including 2 rRNA loci and 33 tRNAs) transcribed in *B. breve* during exponential growth.

In order to establish whether such determined TSSs would allow us to predict a promoter consensus sequence for *B. breve*, the alignment of a 62 bp region upstream each determined TSS was performed followed by conserved motif finding in Meme (http://meme-suite.org/). This search was carried out with the idea of covering the binding region required for the RNA polymerase to initiate transcription [3, 32].

Our analysis identified typical bacterial vegetative promoter consensus motifs of TATAAT (−10 region) and TTGACA (−35 region), located within an optimum of 17 bp spacer distance, being especially conserved upstream of highly/medium expressed (housekeeping) genes (Fig. 2 panel b).

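In the 395 placed TUs, the spacer of Table S2 had a median of 17 bp and ranged from 11 to 24 bp. It was 17 bp in 98 TUs (24.8%), lay between 14 and 20 bp in 94.2%, below 14 bp in 3 and above 20 bp in 20. The median log2(RNA/gDNA) was 2.36 in TUs with a spacer of 17 bp and 2.40 in the other 297, a difference within chance variation (two-sided permutation test over TUs, p = 0.82, adjusted p = 0.895 over 12 tests).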

Analysis of the promoter sequences in all identified TSSs returned putative −10 and −35 regions with a certain degree of degeneration with a predicted spacer region rarely exceeding the 20 bp or being shorter than 14 bp. We also observed a higher tendency of conservation of the −10 element compared to the −35. The −10 TATA box in fact appeared to be the most conserved motif with thymine in 1^st^, adenine in 2^nd^ and thymine in 6^th^ position (Fig. 2 panel b). 

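In the −10 hexamers of the placed TUs, T was found at position 1 in 69.6%, A at position 2 in 83.3% and T at position 6 in 76.5%. Positions 3 to 5 held T in 52.7%, A in 67.8% and A in 59.2%. T at position 1 occurred in 77.5% of the 120 highly, 68.6% of the 185 moderately and 61.1% of the 90 weakly transcribed TUs, by the level measured here. A at position 2 occurred in 85.8%, 85.4% and 75.6% of these groups. A at position 5 went the other way, with 52.5%, 60.5% and 65.6%, and A at position 4 occurred in 70.0%, 64.9% and 71.1%.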

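In the −35 hexamers of the placed TUs, T was found at position 1 in 55.4% and at position 2 in 66.1%, G at position 3 in 64.3% and C at position 5 in 54.9%. T at position 1 occurred in 68.3% of highly, 47.0% of moderately and 55.6% of weakly transcribed TUs, by the level measured here. A at position 4 occurred in 28.3%, 45.4% and 38.9% of these groups.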

Regarding the −35 signal, despite a weaker degree of conservation across the assessed promoters, thymine in 1^st^ and 2^nd^ position seemed to be the most recurrent bases, followed by guanine in 3^rd^ and cytosine in 5^th^ position (Fig. 2 panel b).

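The A + T share was 77.5% ± 13.4 (SD over 395 TUs) in the −10 hexamer and 51.2% ± 19.3 in the −35 hexamer. In the merged probe sequence it was 47.4% ± 7.97 in the 60 bp upstream of the −10 hexamer and 40.8% ± 4.51 in the 2029 CDSs. By position within these 60 bp it ranged from 37.7 to 58.0%. The A + T share of the −10 hexamer was not related to the array level across TUs (Spearman correlation 0.07, two-sided permutation test, p = 0.18, adjusted p = 0.18 over 6 tests).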

Despite the finding that the intergenic regions are usually more AT rich as compared to the coding regions, our analysis did not identify a clear consensus sequence within 60 bp upstream the −10 TATA box, which seems to be the dominant low G + C signal upstream each TSSs.

As a further verification, we wanted to establish the average distance between the predicted conserved promoter motifs and the TSSs identified by RNA-Seq, setting the optimum expected distance to 10 bp. Our analysis revealed an average distance between predicted promoter and TSSs of 20 bp, suggesting that TSS prediction based on RNA-Seq data is still missing bases at the 5’-UTR, in line with what has previously been described for this technology in bacteria [33]. Nevertheless, the precision achieved by our sequencing (also confirmed by the comparison with the tiling array coordinates) allowed us to successfully detect (bifido)bacterial vegetative promoters (Additional file 3: Table S2).

In order to obtain a better characterization of bifidobacterial transcriptional units (TUs), the identification of transcriptional start sites (TSS) was followed by the analysis of putative transcriptional termination sites (TTSs).

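The end of the array signal was taken as the last base of the run of passing probes that leaves the last gene of a TU. It was found for 320 TUs and lay a median of 55 bp beyond the stop codon. The extension had a median of 55 bp in 189 TUs with a rho-independent terminator, 70.5 bp in 74 with a stem loop and 50 bp in 57 for which Table S2 lists no signal. The 3′ ends of RNA-Seq reads were not analysed here.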

In the case of transcriptional termination, we found that the array data represented the 3′ termination signal of operons better than the RNA-Seq information (and for this reason we did not include the latter data when predicting TTSs), probably because the tiling array data were based on direct mRNA labelling, without the necessity of cDNA synthesis, and for this reason these results are not affected by interfering factors such as 5′ enrichment of reads and/or uneven distribution of coverage along a single transcript (Fig. 2 panel a).

Based on our analysis, we were able to identify a total of 224 rho-independent terminators (accounting for 54% of the total of termination signals), each constituted by a GC-rich stem loop structure followed by the characteristic polyT region. 

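The strength of termination was measured as the loss of log2(RNA/gDNA) between the 200 bp up to the end of a TU's last gene and the 200 bp beyond the 3′ end of Table S2. The median loss was 2.08 in 218 TUs with a rho-independent terminator and 0.88 in the other 177 TUs, a difference of 1.20 (two-sided permutation test over TUs, p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 1.5e-05 over 6 tests; the same sign on both arrays). TUs with a stem loop had a median loss of 0.87 and TUs without a listed signal 0.88. Within the highly transcribed TUs, the difference was 0.26 (2.95 against 2.69, permutation p = 0.47, adjusted p = 0.627 over 12 tests). This leaves the class undecided, since 87 of its 120 TUs on replicate 1 and 57 on replicate 2 had a saturated probe in these last 200 bp, which narrows the loss. Within the moderately transcribed TUs it was 0.81 (1.82 against 1.01, permutation p = 4e-05, adjusted p = 0.00024), and within the weakly transcribed ones 0.27 (0.66 against 0.39, permutation p = 0.046, adjusted p = 0.11). For 32 TUs shorter than 200 bp, 28 of them with tRNA genes, the first window reaches beyond the start, and without these TUs, an alternative chosen after the data were seen, the difference was 1.09. Loess normalization within each array moved the difference over all TUs most, to 0.72. The paper refined its terminators by hand with the tiling array signals, so the loss at them is not an independent test of their strength. Over all TUs, those with a rho-independent terminator also had a higher median level before the end, which leaves more to lose.

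**Figure D4:**
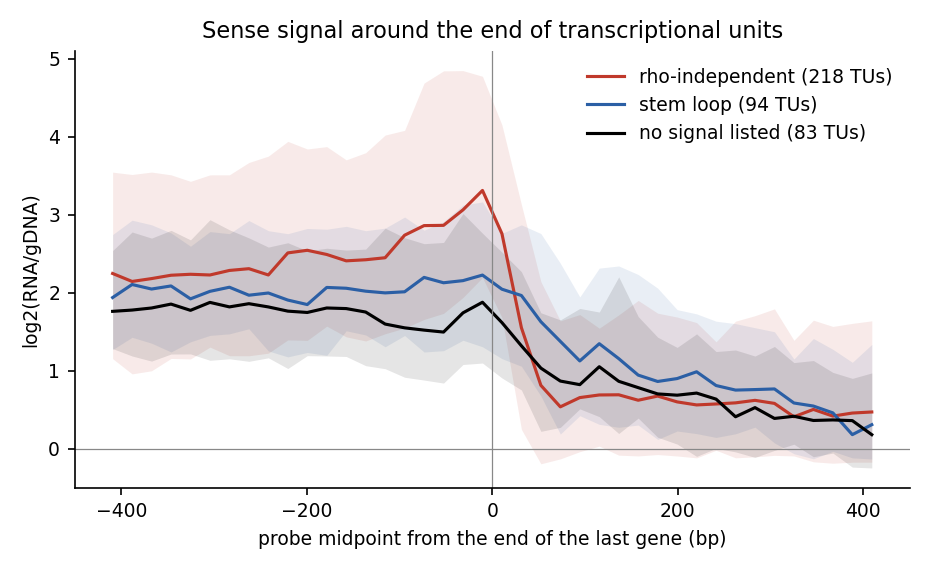
Median log2(RNA/gDNA), mean of 2 arrays, of sense probes by the distance of their midpoint from the end of the last gene (bp), for 218 TUs with a rho-independent terminator, 94 with a stem loop and 83 with no listed signal; bands are quartiles. The curve of rho-independent TUs starts highest and falls furthest.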

In the case of bi-directional terminators we observed that the stem loop region is preceeded by polyA [9].

Of the 413 identified TUs, 83 were classified as highly transcribed (see Methods section) of which 70 contained a rho-independent terminator, while of the 153 classified as moderately transcribed TUs, 81 were predicted to be subject to rho-independent termination. As regards to weakly transcribed TUs, only 73 terminators out of the 177 identified were classified as rho-independent, suggesting that rho-independent terminators represent strong termination signals especially for bifidobacterial genes and operons exhibiting high (and perhaps medium) level transcription (Fig. 4 panel a). 

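With TUs classed by the level measured here, 94 of 120 highly transcribed TUs (78.3%), 84 of 185 moderately transcribed TUs (45.4%) and 40 of 90 weakly transcribed TUs (44.4%) had a rho-independent terminator in Table S2. The difference between high and low was 33.9 percentage points (two-sided Fisher's exact test, p = 6e-07, adjusted p = 1.8e-06 over 6 tests). Centring on the mode moved it most, to 24.4 points. The place of the medium class depended on the processing, with 77 of 126 medium and 97 of 217 low TUs under loess, and 88 of 209 and 22 of 43 with centring on the mode. From these shares, the paper proposes that rho-independent terminators are strong signals, especially for highly transcribed TUs.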

Rho-independent termination is also typically found at the end of highly transcribed TUs (e.g. rRNA and tRNA specifying genes) of other bacteria such as *E. coli* and *Bacillus subtilis* [9, 34].

**Fig. 4:**
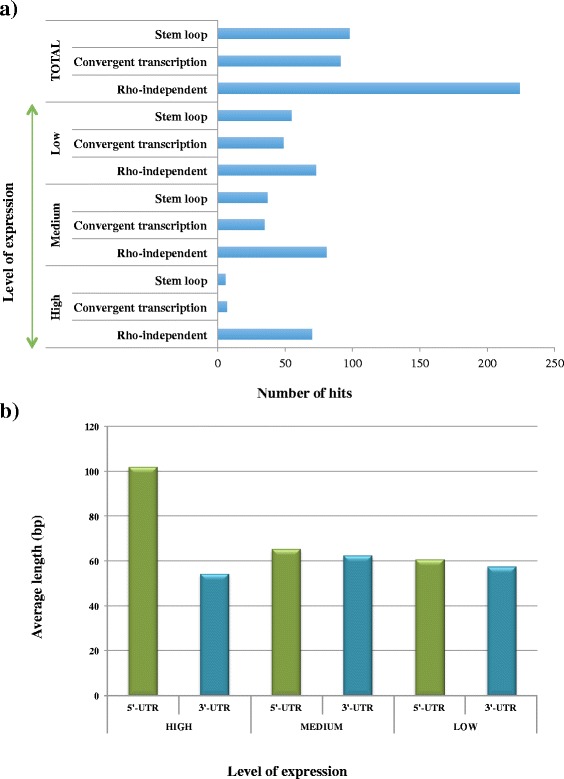
*B. breve* transcriptional unit elements and termination. **a** Barplot showing the different strategies in transcriptional termination identified in *B. breve* UCC2003, grouped by level of transcription (high, medium and low). From the Barplot it is possible to observe the high occurrence of rho-independent termination in this organism. **c** Barblot comparing the length of 5’-UTR and 3’-UTR to genes with transcription level high, medium and low. From the chart it is possible to observe a higher 5’-UTR length in highly transcribed genes as compared to gene with a medium and low level of transcription

As previously reported, rho-independent terminators preceeded by polyA and followed by polyT sequences may be responsible for controlling transcriptional termination of convergently transcribed operons/genes within a given DNA region (Additional file 4: Figure S2 panel a). However, we also noticed that the lack of a polyA sequence in these elements may restrict the termination to one strand only (Additional file 4: Figure S2 panel b) [8].

As rho-independent terminators seem to represent the most frequently adopted strategy by *Bifidobacterium breve* UCC2003 to achieve transcriptional termination (especially of highly transcribed operons), we also observed that TTSs often locate at GC-rich stem-loops structures, not otherwise classified as rho-independent terminators. It can be argued that they constitute rho-dependent terminations or RNA polymerase pausing sites prior to the release of the transcription machinery, even though we did not identify a clear consensus among these regions. Nevertheless this observation suggests a possible involvement of GC-rich stem-loops as pausing sites for the RNA polymerase followed by its release.

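A convergent neighbour, a gene on the other strand directly downstream, was found in the merged probe sequence for 60 of 83 TUs without a termination signal in Table S2 (72.3%), and for 151 of 312 TUs with one (48.4%; two-sided Fisher's exact test, p = 0.000111, adjusted p = 0.000444 over 12 tests). In the TUs without a signal, the median loss of log2(RNA/gDNA) at the 3′ end was 0.84 with a convergent neighbour (60 TUs) and 1.28 without (23 TUs), a difference that was not tested.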

In the case of convergently expressed operons (simultaneously transcribed in a tail-to-tail orientation), we often observed that no termination signal was detectable. However, in these cases we often noticed overlap between the 3’-UTR region of these opposing transcripts (Additional file 4: Figure S2 panel c). It has been shown that transcriptional interference or gene silencing can occur in convergently expressed operons when their 3’-UTR regions partially overlap. This phenomenon is caused by the direct collision and release of the transcriptional machinery progressing along either strand, resulting in random transcriptional termination that may extend into the adjacent operon [35]. 

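For 28 pairs of convergent TUs whose genes lie at most 500 bp apart, both ends could be read from the arrays as the last significant base. The ends overlapped in 12 of the 28 pairs, with a median of −14.5 bp, a gap. Each end is the outer edge of a probe and can lie beyond the end of the transcript. Overlaps shorter than a probe can thus arise from the probes alone and do not show that the transcripts overlap. In the 10 pairs where Table S2 lists no termination signal on at least 1 side, the case the paper describes, 6 overlapped with a median of 6.5 bp, and in the other 18 pairs 6 overlapped with a median of −35.5 bp, a difference that was not tested. From such overlaps and the interference known for them, the paper concludes that convergent transcription is a strategy to modulate gene expression.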

Our findings therefore indicate that also in bifidobacteria convergent transcription is a strategy to modulate gene expression.

The transcriptome analysis performed in this study also allowed an investigation into the main features associated with TUs in *B. breve* (which may also apply to bifidobacteria in general). 

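From the base after the −10 hexamer to the 3′ end of Table S2, the 395 placed TUs had a mean length of 2176 bp and a median of 1577 bp. The 357 protein-coding TUs had a mean of 2358 bp (SD 2076) and a median of 1738 bp, and ranged from 219 bp (Bbr_1667) to 14527 bp (Bbr_1255-66). The 203 TUs with a single gene had a mean of 1314 bp.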

Deduced (vegetative growth-associated) TU length in *B. breve* was shown to vary from over 9 Kbp to ~200 bp (when constituted by a single gene), with a calculated average size of 1636 bp.

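On the arrays, both ends of 302 TUs could be read as the first and last significant base. The 5′ extension had a mean of 88.4 bp (SD 73.3, median 64.5) and the 3′ extension a mean of 79.9 bp (SD 81.4, median 55.5), where the length of a probe adds to both. The 5′ extension was the longer one in 171 of the 302 TUs (56.6%). An adjusted p of at most 0.05 moved these means most, to 101.9 and 150.0 bp. The lengths listed in Table S2 are the paper's and have means of 65.6 and 55.5 bp over its 419 entries, where 1 and the same length stands in 73 of the 3′ ends.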

From a closer look at *B. breve* TUs, the 5’-UTR region is nearly always longer than the untranslated 3′ end (average of 51 bp vs 38 bp, respectively) (Fig. 4 panel b). Interestingly, if we associate this observation to a further classification based on transcription level (see Methods section), the average 5’-UTR length of highly transcribed genes (~100 bp) is significantly longer than the respective 5’-UTR in medium and low transcribed ones (~60 bp), suggesting possible regulatory/activating roles for these UP (upstream) regions (Fig. 4 panel b).

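With TUs classed by the level measured here, the 5′-UTR of Table S2 had a mean of 72.3 bp in 120 highly transcribed TUs (SD 60.7, median 46.5) and 61.5 bp in the other 275 (SD 45.2, median 48). The difference of means was 10.8 bp, and the medians differed in the opposite direction (two-sided permutation test of the means over TUs, p = 0.052, adjusted p = 0.0624 over 6 tests). The test was close to its threshold, and with the level classes that Table S2 lists the difference was 13.9 bp (permutation p = 0.025). The 5′ extension read from the arrays had a mean of 116.7 bp in 110 highly transcribed TUs (SD 87.9) and 72.5 bp in 259 others, a difference of 44.2 bp (permutation test, p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 0.00012 over 12 tests), although a stronger signal also carries a run of passing probes further. Across TUs, 5′-UTR length and level had a Spearman correlation of 0.03 (permutation p = 0.59, adjusted p = 0.708 over 12 tests). From the longer leaders, the paper proposes regulatory or activating roles for these regions.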

### Promoter strength and level of expression

With the aim of investigating factors that have the most obvious impact on the level of gene transcription in *B. breve*, the information obtained from the identification of promoters was stored in variables and used to generate classifiers for Random Forest (RF) analysis.

The classifiers chosen for RF were based on spacer length (bp), 5’-UTR length (distance between promoter and start of the gene), AT % of the −35 and corresponding upstream region, AT % of the −35 signal, AT% of the spacer, AT % of the −10 region and AT % of the −10 downstream region.

All promoters were grouped based on the level of RNA signal strength vs gDNA baseline (expressed as fold-change or FC). Such analyses revealed transcription levels being classified as high (FC > 10), medium (3 < FC < 10) or low (FC < 3), which were then subjected to RF (Random Forest) analysis performed on 5000 trees (representative of the whole sequence space).

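By the level measured here, 120 of the 395 placed TUs were high, 185 medium and 90 low. Of these classes, 82 of the 84 TUs that Table S2 lists as high, 98 of the 145 it lists as medium and 80 of the 166 it lists as low kept their class.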

Consistent with what we observed for the promoter consensus analysis, RF approach confirmed that the AT % of the −10 region shows the highest impact on gene transcription, immediately followed by the length of the spacer region (of which the optimum was established to be 17 bp). 

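A Random Forest of 5000 trees was grown on the 395 TUs with the spacer, the 5′-UTR, the A + T shares of both hexamers and the bases of both hexamers from Table S2 as classifiers; the negative sequences were not used. By mean decrease in accuracy, the base at position 1 of the −35 hexamer ranked 1, spacer length 4, 5′-UTR length 6 and the A + T share of the −10 hexamer 8 among 16 classifiers. By mean decrease in Gini impurity, which favours classifiers with many values, 5′-UTR length ranked 1, spacer length 2 and the A + T share of the −10 hexamer 9. Across TUs, the closeness of the spacer to 17 bp and the level had a Spearman correlation of 0.04 (permutation p = 0.43, adjusted p = 0.627 over 12 tests).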

Our analysis also revealed that the 5’-UTR length may impact gene transcription, in fact a longer leader length seems to be associated with highly expressed genes (Fig. 5 panel a). 

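Among the bases of the −10 hexamer, mean decrease in accuracy was 9.71 for position 2, 1.12 for position 6 and −4.64 for position 1. Among those of the −35 hexamer it was 23.4 for position 1, 3.51 for position 2 and 11.0 for position 3, with 16.2 for position 4 and 14.9 for position 6.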

Regarding the promoter elements, RF analysis returned highest importance in 1^st^, 2^nd^ and 6^th^ position for the −10 region, while the −35 region showed higher importance in the first three base positions despite having less impact on gene transcription (Fig. 5 panel a).

**Fig. 5:**
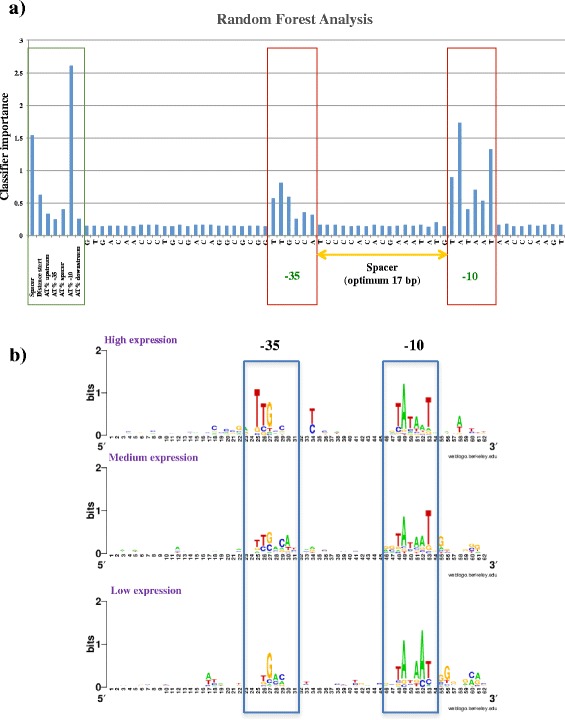
Promoter strength. Results of the Random Forest (RF) computation and analysis of the variation of promoter consensus across various transcription levels in *B. breve* UCC2003. **a** Barplot showing the results of the RF analysis conducted on 62 bp regions upstream of predicted TSSs. The plot shows the importance of each base position across the 62 bp region where the promoter elements (−10 and −35) can be detected (red blocks). Importance values of a number of additional classifiers is also indicated (green block). **b** Weblogo showing the consensus motif identified for the −10 and −35 sequences of the canonical promoter in *B. breve* across the levels of expression high, medium and low. Also in this case the promoter elements (−10 and −35) can be detected

Unfortunately, our attempts to employ RF analysis to predict the level of transcription of a promoter based on these classifiers returned a high error rate (~66%), suggesting that the de novo prediction of transcription level cannot be deduced from the promoter with sufficient accuracy. However, our analysis highlighted certain trends in the degree of conservation of the promoter. 

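The out-of-bag error of the Random Forest was 53.4% (211 of 395 TUs, 95% exact confidence interval 48.4 to 58.4%). A prediction of the largest class for every TU is wrong in 53.2%, and a forest grown on shuffled classes was wrong in 60%. The error was 66.7% for highly, 26.5% for moderately and 91.1% for weakly transcribed TUs. The error ranged from 45.1% with centring on the mode, where the largest class alone gives 47.1%, to 60.8% with the processed signals of the scanner software, where it gives 59.7%. From its error rate, the paper proposes that the level of transcription cannot be predicted accurately enough from the promoter.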

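The −10 hexamer carried on average 4.13 ± 0.84 (SD) of 6 consensus bases in highly, 4.12 ± 0.75 in moderately and 3.98 ± 0.89 in weakly transcribed TUs, and the −35 hexamer 3.26 in each of the 3 classes (SD 1.05, 0.95 and 0.94). Across TUs, the number of consensus bases and the level had a Spearman correlation of 0.08 for the −10 hexamer (two-sided permutation test, p = 0.13, adjusted p = 0.26 over 12 tests) and 0.00 for the −35 hexamer (p = 0.96, adjusted p = 0.96).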

Highly transcribed genes seem to possess a promoter that best resembles the canonical bifidobacterial consensus, while medium expressed genes possess a more degenerate −35, but a still highly conserved −10 region. 

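The mean A + T share of the −10 hexamer was 77.8% ± 14.2 (SD over TUs) in highly, 78.1% ± 13.3 in moderately and 75.9% ± 12.3 in weakly transcribed TUs. For the −35 hexamer it was 49.7% ± 21.1, 52.4% ± 18.2 and 50.6% ± 18.9. All 6 consensus bases of the −10 hexamer occurred in 5 highly, 5 moderately and 1 weakly transcribed TUs.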

Interestingly, weakly transcribed genes seem to possess both degenerated −10 and −35, with an AT-rich region located in the TATA box (Fig. 5 panel b). This is also consistent with our result in RF analysis showing that the GC content of the −10 region is the classifier that most substantially impacts on transcription in *B. breve*.

### Transcription of essential genes in *B. breve*

To further analyse the obtained transcriptome information, we wanted to combine the results of our transcriptomics findings with TraDIS sequencing findings conducted to determine the essential genes in *B. breve* [22]. The alignment with this dataset was conducted based on the presumption that genes essential in *B. breve* should also be expressed in our transcriptomic data. Of the 854 CDSs identified in our transcriptome analysis, 35% also appear to be essential for the survival of *B.breve* UCC2003. These genes also appear homogeneously distributed between high, medium and low level of expression. However, 76% of the total of highly expressed genes is also essential in *B. breve*, confirming the hypothesis that the vast majority of essential housekeeping genes also appear to be highly expressed in *B. breve* (Fig. 6 panels a & b) (Additional file 5: Table S3). 

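Of the 632 CDSs counted as transcribed with a placed locus tag, 278 (44.0%) are listed as essential in Table S3. Of the 355 genes of Table S3 that could be placed, 278 (78.3%) were counted as transcribed. The 45 other CDS tags of Table S3 had no place here and are not part of these shares.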

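By array level, 122 of the 177 transcribed CDSs above 10-fold, 150 of the 433 between 3- and 10-fold and 6 of the 22 below 3-fold are listed as essential. Placed genes that Table S3 gives as high had a median of 39.4-fold (93 genes), medium 6.53-fold (115 genes) and low 3.48-fold (87 genes), and 60 genes for which it gives no transcription had a median of 2.06-fold.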

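The share of essential genes was 68.9% among the transcribed CDSs above 10-fold, 34.6% between 3- and 10-fold and 27.3% below. Above 10-fold it exceeded that of the other transcribed CDSs by 34.6 percentage points (two-sided Fisher's exact test, p = 3.39e-15, adjusted p = 2.03e-14 over 6 tests). Loess normalization within each array moved this difference most, to 52.5 points. From the share among the highly expressed genes, the paper concludes that most essential housekeeping genes appear to be highly expressed.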

An alignment across the whole genus also showed that orthologs of such expressed genes can be found across the genus *Bifidobacterium*, in support of the notion that our findings can be used as a starting point for the investigation of (regulation of) gene expression as applied to the whole genus (Fig. 6 panel a).

**Fig. 6:**
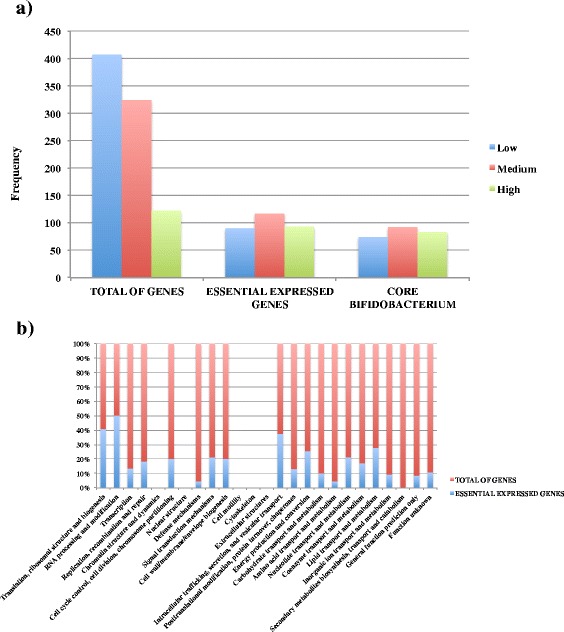
Essential expressed genes. Analysis showing the overlap between transcription level in core and essential genes. **a** Barplot showing the distribution of lowly, medium and highly transcribed genes of the essential genes of *B. breve* UCC2003 and the core genome of *Bifidobacterium* compared to the whole transcriptome (total of genes). The chart also illustrates the overlap between the core and essential transcribed genes in this organism. **b** Stacked-column plot showing the percentage of essential (blue) and total (red) expressed genes organized by COG categories. The plot displays how housekeeping COG categories (e.g. translation, ribosomal structure and biogenesis as well as RNA processing and modification) are the most represented in our dataset

From a closer inspection of the COG categories, it also appears that between 40% and 50% of those essential and highly transcribed genes in *B. breve* are assigned to functions involved in “Translation, ribosomal structures and biogenesis”, “RNA processing and modification” as well as “Intracellular trafficking and secretion” (Fig. 6 panel b).

It is furthermore worth mentioning that some essential and highly expressed housekeeping genes in *B. breve* appear to be co-transcribed and organized in operons of considerable dimension. This is the case for example of the 9.5 Kbp ribosomal operon (Bbr_1622–42) and the 7.2 Kbp ATP synthase operon (Bbr_0323–30), both characterized by an untranslated leader region of remarkable length (210 and 157 bp, respectively). 

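The ribosomal operon Bbr_1622-42 runs on the reverse strand from 2025177 to 2015621, a length of 9557 bp from the first start to the last stop codon. Its log2(RNA/gDNA) was 5.56 ± 0.47 (SD, n = 2 arrays; limma adjusted p = 0.000445), at least 47.1-fold, since 92.3% and 58.5% of its 465 probes were saturated in the RNA channel of replicates 1 and 2. All 465 probes passed. The signal began at 2025410, 233 bp upstream of the first gene, and the leader had a log2(RNA/gDNA) of 5.74 ± 0.47. The ATP synthase operon Bbr_0323-30 runs on the forward strand from 442998 to 449979 and had a log2(RNA/gDNA) of 4.84 ± 0.22 (limma adjusted p = 0.000163), at least 28.6-fold with 65% and 12.4% of its 340 probes saturated. Its signal began 179 bp upstream of the first gene and spanned 7200 bp, and its leader had 4.70 ± 0.20. Both operons were above 0 on both arrays.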

Another notable example of essential TUs is represented by the ribosomal rRNA genes, organized in two 5.6 Kb regions in *B. breve* UCC2003 and exhibiting a transcription level that is higher than any other gene (>50 fold) in the genome (Additional file 6: Figure S3 panel a). Also, in this case the 5′ untranslated leader region identified by our transcriptome analysis is, at 281 bp, the longest identified in this organism. Together with the expression of two rRNA loci in *B. breve* UCC2003, our analysis also confirmed the constitutively high transcription of 47 of a total of 53 predicted transfer RNA genes specified by *B. breve* UCC2003 (Table 1). These predicted tRNAs are organized in 38 loci evenly distributed along the bacterial chromosome and their essentiality for this organism has previously been reported [22]. 

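The rRNA loci span 1609834 to 1615151 and 2315049 to 2320366 on the reverse strand. Their log2(RNA/gDNA) was 6.66 ± 0.55 and 6.66 ± 0.56 (SD, n = 2 arrays; limma adjusted p = 0.000438 and 0.000443), at least 101-fold, with 253 of 253 probes passing in each. At least 99.6% of these probes were saturated in the RNA channel on either array. Under loess normalization within each array, the locus from 1609834 fell to 4.93. The highest level of a tRNA gene, at 277292, was at least 97.5-fold, and the 5 CDSs with the highest levels were Bbr_0607 (6.14 ± 0.53), Bbr_1601 (6.11 ± 0.60), Bbr_1619 (6.00 ± 0.57), Bbr_1482 (5.99 ± 0.60) and Bbr_1675 (5.97 ± 0.55). Because the probes of all these loci were saturated too, the arrays cannot rank them.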

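For the locus from 2315049, the signal began at 2320654, 288 bp upstream of the first rRNA gene, and spanned 5688 bp. In the locus from 1609834 the run of passing probes went on upstream for 500 bp and gave no start. The 13 leader probes of either locus passed, with a log2(RNA/gDNA) of 6.63 ± 0.60 and 6.62 ± 0.58 (SD, n = 2 arrays). The longest 5′-UTR listed in Table S2, at 343 bp, belongs to Bbr_1414, whose 17 leader probes had 3.73 ± 0.07 and all passed, and where the array signal began 371 bp upstream of the first gene.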

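The 52 transcribed tRNA genes had a level between 10.7- and 97.5-fold with a median of 63.0-fold, where 39 genes had a probe saturated in the RNA channel on both arrays and 10 on 1 array, so that their levels are lower limits. The other 3 genes, the one at 10.7-fold among them, had no saturated probe. A probe is nearly as long as a tRNA gene, and with the probes that lie wholly inside a gene 33 genes were counted. In 12 tRNA genes, some probes matched more than 1 place. Genes less than 200 bp apart on 1 strand formed 39 loci.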

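At least 1 tRNA gene was transcribed for each of 20 amino acids. The 28 genes for leucine, glycine, arginine, valine, serine and alanine, each with more than 3 genes, had a median log2(RNA/gDNA) of 6.11, and the 24 transcribed genes for the other amino acids 5.79. The difference of 0.32 was within chance variation (two-sided permutation test over genes, p = 0.33, adjusted p = 0.566 over 12 tests), and saturation lowers both medians.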

The alignment of our transcriptome data with the TraDIS-mediated essential gene outcome confirmed a constitutive expression for the tRNA-encoding genes specific for 20 amino acids in *B. breve*, especially in case where multiple copies of these genes (>3 copies) are present (tRNAs encoding for leucine, glycine, arginine, valine, serine and alanine) (Additional file 5: Table S3).

**Table 1:** Transfer RNA transcription in *B. breve*

Locus_tag	Annotation
Bbr_tRNA1–2	tRNAs Ala /Ile
Bbr_ tRNA3	tRNA Leu
Bbr_ tRNA4	tRNA Gly
Bbr_ tRNA5–6	tRNAs Glu /Gln
Bbr_ tRNA7	tRNA Ser
Bbr_ tRNA8	tRNA Lys
Bbr_ tRNA9	tRNA Lys
Bbr_tRNA11	tRNA Met
Bbr_ tRNA12	tRNA Arg
Bbr_ tRNA13	tRNA Gly
Bbr_ tRNA14–15	tRNAs Leu /Thr
Bbr_ tRNA16	tRNA Arg
Bbr_ tRNA17	tRNA His
Bbr_ tRNA19	tRNA Leu
Bbr_ tRNA20	tRNA Leu
Bbr_ tRNA22	tRNA Gln
Bbr_ tRNA23–24	tRNAs Ala
Bbr_ tRNA25–26	tRNAs Arg
Bbr_ tRNA27	tRNA Leu
Bbr_ tRNA28–32	tRNAs Gly/Cys/Val
Bbr_ tRNA33	tRNA Pro
Bbr_ tRNA34–35	tRNAs Asn
Bbr_ tRNA38	tRNA Asp
Bbr_ tRNA39–40	tRNAs Phe/Asp
Bbr_ tRNA41	tRNA Glu
Bbr_ tRNA42	tRNA Pro
Bbr_ tRNA43	tRNA Ser
Bbr_ tRNA44	tRNA Ser
Bbr_ tRNA45	tRNA Ser
Bbr_ tRNA47–48	tRNAs Thr/Tyr
Bbr_ tRNA49–51	tRNAs Val/Gly
Bbr_ tRNA52	tRNAs Trp
Bbr_ tRNA53	tRNA Ala

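The CRISPR array was located in the merged probe sequence by 46 exact copies of a 28 bp sequence between 1739182 and 1747267. The length of 28 bp was set for the search, and copies that differ from it were not sought. The median distance between copies was 68 bp, at which 46 copies do not cover the 8086 bp of this span. Parts of the span may thus hold other repeats or none. The whole span was taken as the array. Over its 385 probes per strand, the log2(RNA/gDNA) was 0.40 ± 0.07 (SD, n = 2 arrays) for RNA of the reverse strand, where 46 probes passed, and −0.21 ± 0.02 for the forward strand, where 5 passed. The sign of the first depended on the processing, with −0.09 under loess and −0.01 for the median of the probes, and that of the second became 0.16 with centring on the mode. In 4 equal parts of the array by coordinate, the reverse strand had −0.48, −0.15, 0.52 and 1.73, and 35 of the 96 probes of the last part passed.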

Another intriguing feature revealed by our dataset is the (constitutive) transcription of the CRISPR/Cas spacers in *B. breve* UCC2003. This system represents a defense mechanism of *B. breve* and is aimed at preventing the acquisition of foreign DNA, such as phages and mobile elements. Although this region has not been identified as essential for survival, our transcriptome data shows that a continuous surveillance of this defense mechanism remains activated in *B. breve* also under standard laboratory conditions, suggesting that this system is active (Additional file 6: Figure S3 panel b). 

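The signal of the CRISPR array rose towards its end at 1747267 on the reverse strand, beside the CDSs from 1747714 to 1756849 on the same strand. Of these 9 CDSs, 4 between 1750171 and 1754419 were counted as transcribed, with levels of 5.08-, 8.00-, 4.66- and 5.11-fold, and the other 5 lay between 2.15- and 2.73-fold. Their *cas* gene names could not be placed here. From the array signal, the paper proposes that the system is active under laboratory conditions.

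**Figure D5:**
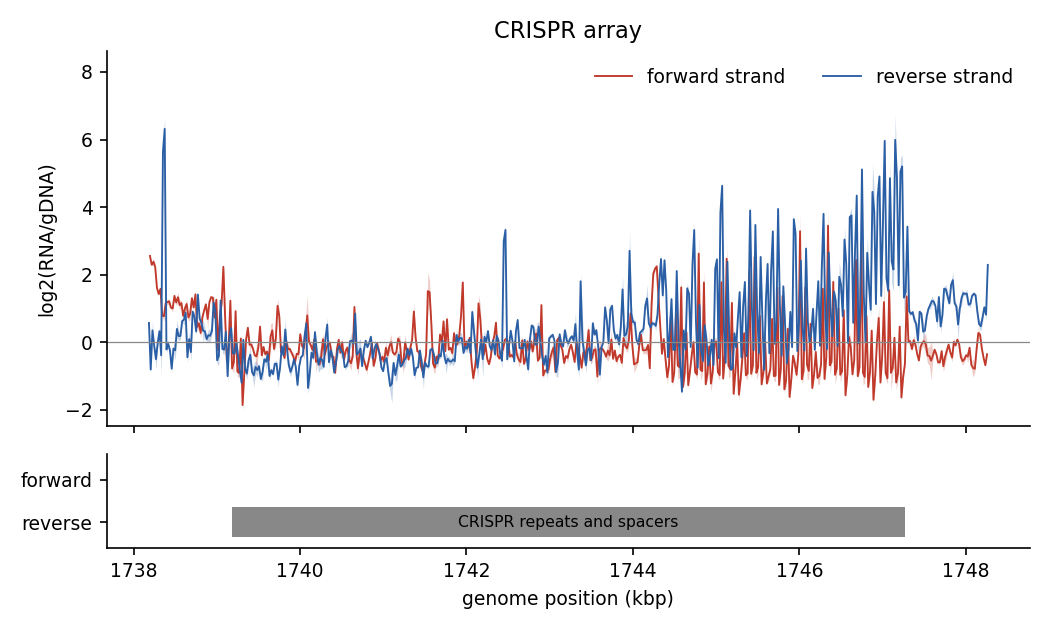
Log2(RNA/gDNA) of each tiling probe by genome position over the CRISPR array, for RNA of the forward strand (red) and of the reverse strand (blue). Lines are the mean of the 2 arrays and bands span both arrays. The signal of the reverse strand is highest towards the right end of the array.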

Along with CRISPR/Cas genes, Restriction/Modification (R/M) systems play a significant role in evading the acquisition of foreign DNA in *B. breve* UCC2003, which is equipped with two complete (BbrII, BbrIII) and one partially functioning (BbrI) systems [36]. Of these three, it has been shown that only the methylase component is essential for bacterial survival [22]. We observed that all these genes are transcribed at low level (~2 fold above background level) in our dataset (Bbr_0216, Bbr_1119 and Bbr_1121), apparently ensuring a permanent default protection of the bacterial chromosome from their partner endonucleases (Additional file 5: Table S3).

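The methylase gene Bbr_0216 had a level of 1.95-fold ± 0.03 (SD, n = 2 arrays; limma adjusted p = 0.00037), Bbr_1119 6.25-fold ± 0.03 (limma adjusted p = 0.000117) and Bbr_1121 3.93-fold ± 0.04 (limma adjusted p = 0.000122), all above 1 on both arrays. Of their probes, 8 of 56, 65 of 67 and 40 of 50 passed, so that Bbr_0216 was not counted as transcribed. Bbr_0216 fell to 1.07-fold under loess normalization within each array. The whole TU Bbr_1118-21 had 4.62-fold ± 0.05.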

### Housekeeping sRNA transcription and riboswitches in *B. breve*

The genome-wide transcriptional analysis conducted in this study allowed the annotation of a set of intergenic regions that may encompass sRNAs with housekeeping and/or regulatory functions in *B. breve* such as RNAseP, transfer-messenger RNA (tmRNA) and 4.5S RNA (Table 2).

**Table 2:** Novel sRNA identified in *B. breve*

sRNA	Genome coordinates (UCC2003)	Strand	Annotation
RNAseP	1,474,615–1,474,960	forward	Ribonuclease P
tmRNA	1,563,425–1,563,820	forward	Transfer messenger RNA
4.5S RNA	251,225–251,328	forward	Signal recognition particle RNA (SRP)
FMN riboswitch	1,655,817–1,655,970	forward	Flavin mononucleotide riboswitch
TPP riboswitch	886,294–886,401	forward	Thiamine pyrophosphate riboswitch (T-box)
YKOK leader	541,771–541,928	reverse	Metal-sensing RNA (M-box)

Based on our analysis we assigned RNAseP to a 346 bp highly transcribed intergenic region (>50 fold) with associated promoter and rho-independent terminator (Additional file 3: Table S2)(Additional file 7: Figure S4 panel a). 

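The RNAseP region from 1474615 to 1474960 had a log2(RNA/gDNA) of 6.46 ± 0.60 (SD, n = 2 arrays; limma adjusted p = 0.000535), at least 88.1-fold, with all 16 probes passing and 100% and 93.8% of them saturated on replicates 1 and 2. The opposite strand had −0.65. The signal began at 1474575, 17 bp upstream of the start in Table S2, ended at 1474991, and fell by at least 6.10 on the log2 scale beyond the terminator.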

With regards to the transfer-messenger RNA (tmRNA) (Table 2) we assigned this element to a 396 bp highly transcribed intergenic region (>50 fold), also in this case characterized by a promoter and a rho-independent termination signal (Additional file 3: Table S2, Additional file 7: Figure S4 panel b).

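Table 2 gives the tmRNA on the forward strand and Table S2 on the reverse strand. Between 1563425 and 1563820, the log2(RNA/gDNA) was 6.63 ± 0.53 (SD, n = 2 arrays) for RNA of the reverse strand, at least 98.7-fold, with 18 of 18 probes passing and all of them saturated on both arrays. For the forward strand it was −0.69 ± 0.02, with 0 of 19 probes passing, although it became 2.25 without background correction and 1.65 with the processed signals of the scanner software. On the reverse strand the signal began at 1563872, 15 bp upstream of the start in Table S2, and fell by at least 4.54 on the log2 scale beyond the terminator.

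**Figure D6:**
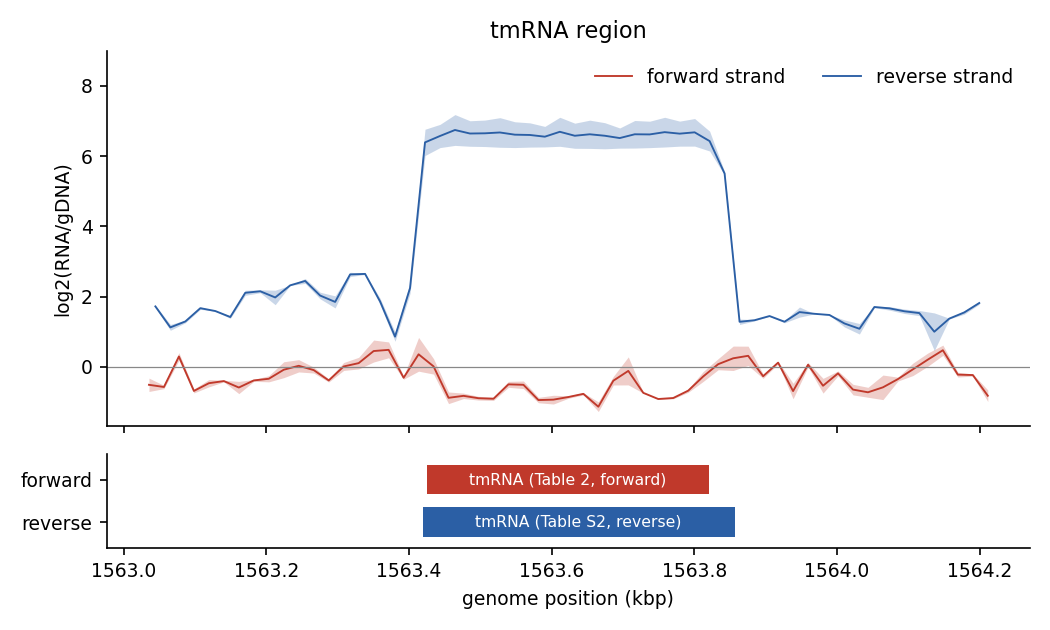
Log2(RNA/gDNA) of each tiling probe by genome position around the tmRNA, for RNA of the forward strand (red) and of the reverse strand (blue). Lines are the mean of the 2 arrays and bands span both arrays; the lower panel shows the places given in Table 2 and Table S2. Only the reverse strand rises in this region under the processing shown.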

In the case of signal recognition particle RNA (SRP) or 4.5S RNA we assigned this sRNA to a 104 bp highly transcribed region (>50 fold) and we were able to identify the corresponding promoter while the associated transcriptional terminator is characterized by a stem loop structure (Additional file 3: Table S2, Additional file 7: Figure S4 panel c). It is worth mentioning that the alignment of this dataset with the TraDIS outcome [22] showed that no insertions are present in these particular regions, indicating that these regions are essential to *B. breve* (Additional file 7: Figure S4 panels a-c).

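The 4.5S RNA region from 251225 to 251328 on the forward strand had a log2(RNA/gDNA) of 5.51 ± 0.59 (SD, n = 2 arrays; limma adjusted p = 0.000738), at least 45.7-fold, with all 5 probes passing and 80% of them saturated on either array. The opposite strand had 0.06. The signal began at 251210, which is 22 bp downstream of the start in Table S2, and the level beyond the stem loop was lower than that of the RNA by at least 4.41 on the log2 scale.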

As regards small regulatory RNA elements, our analysis identified three previously not characterized in bifidobacteria: a flavin mononucleotide (FMN), a thiamine pyrophosphate (TPP) or T-box and a YKOK riboswitch. 

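The FMN riboswitch of Table 2, from 1655817 to 1655970 on the forward strand, had a log2(RNA/gDNA) of 3.52 ± 0.06 (SD, n = 2 arrays; limma adjusted p = 0.000117), 11.5-fold, with all 7 probes passing. The genes downstream were lower, with 1.69 ± 0.05 for Bbr_1328 (1655969 to 1656625; limma adjusted p = 0.000176), 0.69 ± 0.03 for Bbr_1329 (limma adjusted p = 0.00079) and 2.34 ± 0.02 for Bbr_1330 (limma adjusted p = 0.000119), and of their probes 21 of 31, 9 of 112 and 13 of 14 passed. The signal of the TU began at 1655784, 21 bp upstream of the start in Table S2.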

In the case of the identified FMN riboswitch, we located the expression of this element in the 5’-UTR region of two genes (locus tags Bbr_1328–29) resembling the modular organization of an energy coupling factor (ECF) transporter [37] (Additional file 8: Figure S5 panel a). Of these Bbr_1328 belongs to the COG3601 family of “riboflavin transport”, while Bbr_1329 constitutes an ABC transporter and ATPase of a putative ECF, suggesting the involvement of these genes and FMN riboswith in the transport of this particular B vitamin.

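The TPP riboswitch of Table 2, from 886294 to 886401 on the forward strand, lay between Bbr_0674, which ends at 885892, and Bbr_0675, which starts at 886463. It had a log2(RNA/gDNA) of 3.23 ± 0.02 (SD, n = 2 arrays; limma adjusted p = 0.000117), 9.38-fold, with all 5 probes passing. Bbr_0674 upstream of it had 2.07 ± 0.00, and downstream of it Bbr_0675 had 0.88 ± 0.01, Bbr_0676 0.32 ± 0.01 and Bbr_0677 0.13 ± 0.09 (limma adjusted p = 0.0892). Bbr_0677 became −0.02 without background correction and −0.15 with the deposited ratios. Of these 4 genes, Bbr_0674 alone was counted as transcribed.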

In the case of TPP-sensing riboswitch or T-box we assigned it to an expressed 5’-UTR region of an operon involved in thiamine biosynthesis (Bbr_0674–77), suggesting also in this case its involvement in the regulation of these genes (Additional file 8: Figure S5 panel b).

Finally, in the case of the YKOK leader or M-box (Mg^2+^ metal-sensingRNA) we identified this element in an expressed region located at the 5’-UTR of an ABC transporter (Bbr_0406–07), where the permease-encoding gene (Bbr_0407) belongs to the category COG4986 of “inorganic ion transport”, suggesting also in this case the involvement of these genes in bacterial metal ion homeostasis (Additional file 8: Figure S5 panel c).

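The YKOK leader of Table 2, from 541771 to 541928 on the reverse strand, had a log2(RNA/gDNA) of 5.44 ± 0.47 (SD, n = 2 arrays; limma adjusted p = 0.000477), at least 43.4-fold, since 100% and 28.6% of its 7 probes were saturated on replicates 1 and 2. Downstream of it, Bbr_0407 (539673 to 541463) had 0.94 ± 0.03 and Bbr_0406 (538133 to 539551) 0.37 ± 0.03, and 14 of 85 and 1 of 68 probes passed, so that neither gene was counted as transcribed. Bbr_0406 became −0.03 under loess normalization within each array. From the function of these genes, the paper proposes that they take part in metal ion homeostasis.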

Altogether these observations show the expression of a number of housekeeping RNAs and regulatory RNA elements in *B. breve*, suggesting the possibility of a new level of RNA-mediated regulation of gene expression also in members of this genus.

## Conclusions

Comparison of transcriptomic data obtained by tiling arrays and RNA-Seq showed reproducibility between these two technologies, but also revealed the benefit of using a combination of these two approaches in investigating gene expression. An advantage of using the hybridization-based technology of tiling arrays is the fact that it is less affected by positional biases, producing a consistent expression signal along transcripts. On the other hand the RNA-Seq dataset detected a higher number of transcribed genes and appeared less affected by background hybridization signals across the genome.

Based on the obtained transcriptome data we were able to map transcriptional start and termination sites (TTS) of the identified *B. breve* transcriptional units relevant to logarithmic growth. The obtained dataset allowed us to identify a typical bacterial consensus of TATAAT (−10 rgion) and TTGACA (−35 region) with an optimum spacer length of 17 bp upstream the TSS of transcribed genes or operon. Random Forest analysis revealed the parameters with the highest impact on transcription levels in *B. breve*, being the AT % of the −10 region the classifier with highest importance followed by the spacer length and the 5’-UTR length of transcripts. Our analysis highlights how the consensus of the promoter region appears to degenerate from the canonical consensus with the decrease in transcriptional level, however, prediction of transcription levels is still difficult and may require the inclusion of other (structural) features of the promoter region.

Our study also described how rho-independent termination represents the most common and effective termination signal adopted by *B. breve* (and perhaps *Bifidobacterium*), especially for highly and moderately transcribed operons. It also showed that there may be other strategies of transcriptional termination responsible for modulating gene expression in *B. breve*.

Furthermore, the alignment of our dataset with a recently published study on the essential genes of *B. breve* demonstered how the vast majority of those also appear to be expressed in our dataset, in particular those housekeeping genes of which orthologues can be found across the *Bifidobacterium* genus.

Finally, our analysis also allowed the identification of a number housekeeping sRNAs and regulatory RNA elements not previously identified in *B. breve* UCC2003 (or other bifidobacterial species), indicating that RNA-mediated regulation of gene expression also occurs in this organism (and genus). Altogether this study has generated a detailed and robust dataset to be used as a reference for transcription in the genus *Bifidobacterium*.

## Additional files

Additional file 1: Table S1. Transcribed genes as determined by RNA-Seq and tiling array analyses. A .docx document containing the list of genes detected as expressed in RNA-Seq and Tiling arrays experiments. For each gene the fold-change (FC expressed as level of RNA signal strength vs gDNA baseline) and RKPM values are also indicated. (DOCX 135 kb)

Additional file 2: Figure S1. RNA-Seq and tiling array comparisons. **a)** Bar chart showing *B. breve* UCC2003 genes detected as transcribed in RNA-Seq, but not in tiling arrays with associate gene count and level of expression (RPKM). **b)** Distribution of genes exhibiting discrepant transcription between RNA-Seq and tiling array approaches as grouped by level of transcription (RPKM). A red horizontal line indicates the baseline of transcription background, while in purple the average RPKM of transcribed genes is indicated. (PDF 94 kb)

Additional file 3: Table S2. Predicted transcriptional units (TUs) in *B. breve* and associated promoters. A .docx document containing the list of predicted transcriptional units (TUs) in *B. breve* and corresponding (predicted) promoters. For each TU also the transcription level and transcriptional termination is indicated. (DOCX 143 kb)

Additional file 4: Figure S2. *B. breve* termination of transcription. Artemis plot showing the different strategies of transcriptional termination of convergently expressed genes (dashed purple line) in *B. breve*: **a)** Double-stranded rho-independent termination observed between two convergently expressed genes employing a bidirectional terminator. In this case a clear-cut transcriptional termination is observed in either forward and reverse strands. **b)** Single stranded rho-independent termination observed between two convergently transcribed genes employing a strand specific terminator. In this case transcriptional termination is only observed in the forward strand. **c)** Tail-to-tail termination observed between two convergently transcribed genes without a termination signal. In this case no specific point of transcriptional termination can be observed. (PDF 474 kb)

Additional file 5: Table S3. Transcription of essential genes in *B. breve*. A .docx document containing the list of essential genes of *B. breve* UCC2003 with associated level of transcription as detected from our transcriptomic study. (DOCX 41 kb)

Additional file 6: Figure S3. *B. breve* ribosomal operon and CRISPR-Cas system transcription. Artemis plot showing the level of transcription of **a)** the rRNA operon and **b)** the CRISPR/Cas system in *B. breve* UCC2003 as detected in tiling arrays. The relative TU is indicated by a dashed purple line. (PDF 282 kb)

Additional file 7: Figure S4. *B. breve* sRNA expression. Artemis plot showing the sRNA transcription in *B. breve* of **a)** Ribonuclease P, **b)** tmRNA, and **c)** 4.5S SRP RNA. In all cases tiling array signals of forward (red) and reverse (blue) strand are indicated. (PDF 701 kb)

Additional file 8: Figure S5. *B. breve* regulatory RNA expression. Artemis plot showing the regulatory RNA transcription in *B. breve* of **a)** FMN, **b)** TPP, and **c)** YKOK elements. In all cases tiling array signals of forward (red) and reverse (blue) strand are indicated. (PDF 732 kb)

## Abbreviations

ATP: Adenosine triphosphate
CDS: Coding sequence
COG: Clusters of Orthologous Groups
CRISPR: Clustered Regularly Interspaced Short Palindromic Repeats
DNA: Deoxyribonucleic acid
ECF: Energy Coupling Factor
FDR: False Discovery Rate
FMN: Flavin mononucleotide
gDNA: Genomic DNA
mRNA: Messenger RNA
MRS: De Man Rogosa and Sharpe medium
NGS: Next Generation Sequencing
ORF: Open Reading Frame
R/M: Restriction/Modification
RF: Random Forest
RNA: Ribonucleic acid
RNAP: RNA polymerase
RNA-Seq: RNA sequencing
RPKM: Reads per Kilobase of transcript per Million of reads
rRNA: Ribosomal RNA
sRNA: Small RNA
TF: Transcriptional Factor
tmRNA: Transfer messenger RNA
TSS: Transcriptional Start Site
TTS: Transcriptional Termination Site
UTR: Untranslated region

# Supplementary material for: Global transcriptional landscape and promoter mapping of the gut commensal Bifidobacterium breve UCC2003
**Source:** BMC Genomics. 2017 Dec 28;18:991. doi: 10.1186/s12864-017-4387-x
**Supplement:** Supplementary file 1 — Transcribed genes as determined by RNA-Seq and tiling array analyses. A .docx document containing the list of genes detected as expressed in RNA-Seq and Tiling arrays experiments. For each gene the fold-change (FC expressed as level of RNA signal strength vs gDNA baseline) and RKPM values are also indicated.

**Table S1. RNA-seq and tiling arrays expressed genes.**

# Supplementary material for: Global transcriptional landscape and promoter mapping of the gut commensal Bifidobacterium breve UCC2003
**Source:** BMC Genomics. 2017 Dec 28;18:991. doi: 10.1186/s12864-017-4387-x
**Supplement:** Supplementary file 3 — Predicted transcriptional units (TUs) in B. breve and associated promoters. A .docx document containing the list of predicted transcriptional units (TUs) in B. breve and corresponding (predicted) promoters. For each TU also the transcription level and transcriptional termination is indicated.

**Table S2. Predicted transcriptional units (TUs) in *B. breve* and associated promoters.**

# Supplementary material for: Global transcriptional landscape and promoter mapping of the gut commensal Bifidobacterium breve UCC2003
**Source:** BMC Genomics. 2017 Dec 28;18:991. doi: 10.1186/s12864-017-4387-x
**Supplement:** Supplementary file 5 — Transcription of essential genes in B. breve. A .docx document containing the list of essential genes of B. breve UCC2003 with associated level of transcription as detected from our transcriptomic study.

**Table S3. Expression of essential genes in *B. breve*.**

# Supplementary material for: Global transcriptional landscape and promoter mapping of the gut commensal Bifidobacterium breve UCC2003
**Source:** BMC Genomics. 2017 Dec 28;18:991. doi: 10.1186/s12864-017-4387-x
**Supplement:** Supplementary file 8 — B. breve regulatory RNA expression. Artemis plot showing the regulatory RNA transcription in B. breve of a) FMN, b) TPP, and c) YKOK elements. In all cases tiling array signals of forward (red) and reverse (blue) strand are indicated.

a)

### FMN riboswitch

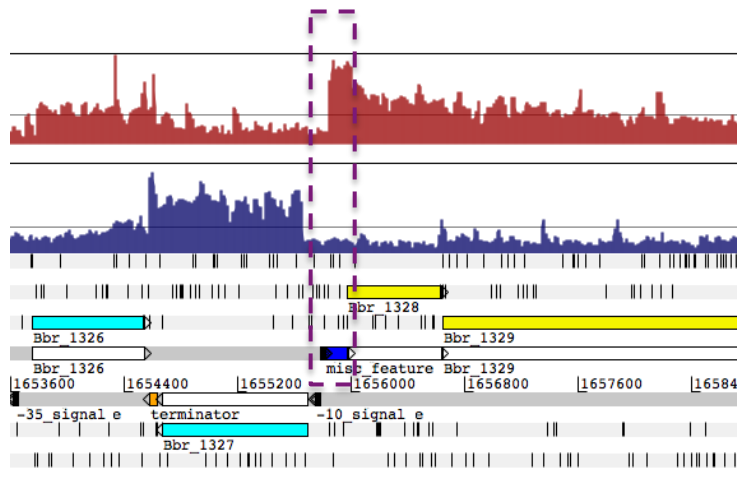

Tiling (forward)

Tiling (reverse)

b)

### TPP riboswitch

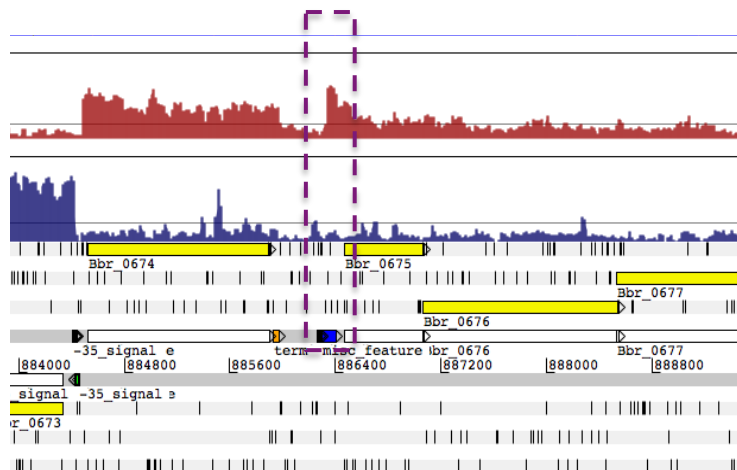

Tiling (forward)

Tiling (reverse)

c)

### YKOK leader

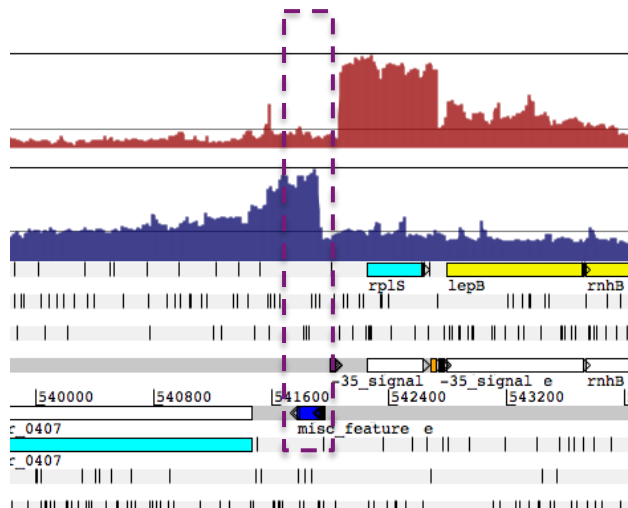

Tiling (forward)

Tiling (reverse)

How the deposited data were processed for this re-analysis (not part of the article)

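Total RNA of 2 replicates of the same condition was measured against gDNA on 2 two-colour tiling arrays. Each replicate had 1 array, on a slide of its own. The authors deposited, per array, the intensities that Agilent Feature Extraction 9.5.1.1 read from the scan: the mean signal of each spot and the median background around it, in the green channel (gDNA) and the red channel (total RNA), without further correction. The same deposited files hold processed intensities, which the scanner software had background-subtracted, detrended and scaled by 1 linear dye factor per channel. They also hold other values, flags of 0 or 1 for saturated, outlying and well-measured spots, which the authors deposited as the scanner software set them. The deposited series table holds ratios on a linear scale. For 234421 probes, each ratio was checked to be the red over the green processed signal. Of the 112 columns of a scanner file, 94 were not used.

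From the mean signals and median backgrounds, log2(RNA/gDNA) was computed with limma 3.58.1 in R 4.3.3 by normexp with an offset of 50. Each array was centred on the median of its tiling probes, and each probe was tested against 0 by limma with Benjamini-Hochberg adjustment. Both replicates were used as deposited, and no comparison between conditions was possible. No paired analysis was possible because each replicate was measured on 1 array under 1 condition. The slide could not serve as a block because each array is its own slide. The number of arrays limits the precision of every level, and saturated spots give lower limits, which hold for the main processing alone. The median taken as 0 is that of all tiling probes, transcribed or not.

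No reference genome was used. The sequence was rebuilt from the probes and genes were called with Prodigal 2.6.3. Locus tags rest on the promoters and lengths of Table S2, the order of the tags and, for 7 tags, the names of control probes. Of the tags, 1231 were placed. RPKM values, promoter sequences, UTR lengths, terminators and the list of essential genes are those of Tables S1, S2 and S3. RNA-Seq reads were not analysed here.

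Named in the text are every gene, operon or RNA that the paper names and that has a measurable level, the 5 CDSs with the highest level among those counted as transcribed, and the 5 longest runs of passing probes that overlap no annotated gene, TU or RNA on their strand. For 39 named loci, limma was fitted to the mean of each locus's probes together with those of all genes. Differences of medians and means and Spearman correlations were tested by two-sided permutation with 100000 resamples, and shares by two-sided Fisher's exact test. The main settings, 6 of these tests and 18 alternatives were chosen before the data were examined, and 12 tests and 2 alternatives were added later. The p-values were adjusted by Benjamini-Hochberg within each of both families. These tests take genes or TUs as units, which are not independent replicates. The Random Forest had 5000 trees (randomForest 4.7.1.2). Tables were handled with data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9.

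The alternatives were no background correction, normexp with an offset of 10, the processed signals of the scanner software, no centring, centring on the mode, loess within each array, only probes well above background in the gDNA channel, the deposited ratios, the median of a gene's probes, only probes wholly inside a gene, each replicate left out in turn, an adjusted p of at most 0.05, at least 80% of the probes, limma on gene means, windows of 100 bp and the levels of Table S2. The counting rule and the permutation tests were tested on simulated data.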

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

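The tests of the runs with an RNA signal among the highest 10% or a gDNA signal above the median, and of the opposite strands with genes over them or downstream or with no gene nearby, were chosen only after the result was seen. Both patterns below stand out because they are signals in parts of the genome that the paper does not discuss. The design has a single condition, so no biological explanation was tested for either.

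In 48 runs, at least 5 neighbouring probes passed on a strand where no annotated gene, TU or RNA lies. Not all runs are separate places, since those on the reverse strand from 1332078 to 1332326 and from 1331952 to 1332095 share bases. The log2(RNA/gDNA) of the 48 runs ranged from 1.72 to 5.49 with a median of 2.42. The 5 longest were run 1 (reverse strand, 1756971 to 1757387) with 3.51 ± 0.13 (SD, n = 2 arrays), run 2 (reverse strand, 1940322 to 1940717) with 3.32 ± 0.01, run 3 (reverse strand, 1201584 to 1201895, opposite Bbr_0940) with 3.00 ± 0.01, run 4 (forward strand, 164333 to 164623) with 3.56 ± 0.03 and run 5 (reverse strand, 282388 to 282657, opposite Bbr_0202) with 3.15 ± 0.06. Probes that match more than 1 place cannot account for the runs, since such probes made up 0% of them. Read-through from the gene upstream on the same strand is not a general explanation, since 2 of the 48 runs started within 100 bp of the end of a called gene. Leaders of genes downstream on the same strand were not tested and remain possible. Run 1 lies just upstream of the CDS from 1754426 to 1756849 on its strand. A weak gDNA signal under the ratio cannot account for 12 of the runs, whose RNA signal alone lay above the 90th percentile of all tiling probes on both arrays. The other 36 did not pass this limit on both arrays. A weak gDNA signal cannot account for 4 of these either, since their gDNA signal lay above the median of all tiling probes on both arrays. For the remaining 32 runs, run 3 among them, a weak gDNA signal and transcription cannot be told apart, because neither signal passed these limits on both arrays. Genes that Prodigal did not call may lie under some of the runs, which was not tested.

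The opposite strand of 11 CDSs was called by the rule used for the genes themselves. Probes that match more than 1 place made up 1.03% of their probes and cannot account for these calls. By the test written before its result was seen, 3 of the 11 had a called gene on that strand within 500 bp upstream, so read-through from upstream is not a general explanation. With genes and RNAs over the CDS or within 500 bp upstream or downstream counted, 9 of the 11 had a called one, against 17.0% of the 2018 CDSs whose opposite strand was not called, so read-through or leaders of neighbouring genes on the other strand may account for part of them. In 6 of these 9 the called gene or RNA overlaps the CDS, in 4 of them a tRNA gene. In 1 of the 6 (ORF0015) every probe touches it, so a signal apart from it could not be tested. Without the probes that touch the called gene or RNA, 2 others no longer met the rule (ORF1090 with 8 probes left and ORF0105 with only 2), so that their calls rest on these probes. The remaining 3 (ORF0841, ORF1035 and ORF1595, with 8, 3 and 18 probes left) still met it, and the probes that touch the called gene or RNA are not their whole explanation. In 1 case, ORF1134, there was no gene of any level over the CDS or within 500 bp upstream or downstream on that strand and no promoter of Table S2, so that read-through or leaders of neighbouring genes within that distance do not account for it. The sense strand was called in 0 of the 11 by limma at an adjusted p of at most 0.0001, and all but 2 had a sense log2(RNA/gDNA) below 1, so that a CDS called by Prodigal on the wrong strand is a further possibility that was not tested. The CDSs named here were chosen after their values were seen.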

How the results depend on the processing

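The Random Forest with the A + T shares of the spacer and flanks added and the loss of signal in TUs of at least 200 bp were the alternatives chosen only after the result was seen. The cause was not tested for any of the changes below, except where the alternative itself sets it.

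The lower array level of genes found by RNA-Seq alone, the larger loss of signal at rho-independent terminators, the larger share of such terminators and of essential genes among highly transcribed units, and the absence of a relation between −10 A + T share and level kept their direction and their side of the threshold under every alternative run for them. Their ranges were −1.25 to −0.79, 0.72 to 1.57, 24.4 to 42.4 points, 30.0 to 52.5 points and 0.05 to 0.08. The first of these results follows in part from how the genes were grouped in Table S1. The loss of signal was measured at terminators that the paper had refined with the tiling array signals, so it is not an independent test.

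The number of transcribed CDSs (723) was 475 without background correction, 436 without centring and 1362 at an adjusted p of at most 0.05, and within 1.5 times 723 under 7 of 12 alternatives. With the deposited ratios, limma gave 0 CDSs, 0 tRNA genes and 0 rRNA loci, where the smallest adjusted p of a probe was 0.000148, and at an unadjusted p under 0.05 the same rule gave 1285, 52 and 2. With limma on gene means there were 0 CDSs, 0 tRNA genes and 0 rRNA loci at 0.0001, and 1486, 52 and 2 at an unadjusted p under 0.05. For probes wholly inside, 33 tRNA genes were counted, since few probes fit into a tRNA gene. Opposite strands numbered 6 without background correction, 5 without centring, 18 with centring on the mode, 7 with loess, 0 with the deposited ratios by limma, 90 at an adjusted p of at most 0.05 and 3 with at least 80% of the probes. Of the probes past the threshold, 99.95% had a positive ratio (42431 against 20), but 73.0% with loess (31353 against 11592).

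The median level of all CDSs shifted by −0.37 without background correction, −0.21 with processed signals, 0.37 with centring on the mode, −0.52 with loess and −0.40 with the deposited ratios. The correlation with RPKM (0.771) was 0.796 without background correction, 0.802 with processed signals and with the deposited ratios, and 0.599 with loess. The spread along transcripts (0.55) was 0.42, 0.443, 0.443 and 0.626 under these settings in the order no background correction, processed signals, deposited ratios and loess, 0.555 with an offset of 10, and 0.546 to 0.555 with a replicate left out. The first significant base (16 bp) lay 13 bp upstream without background correction and with loess, and 21.5 bp at an adjusted p of at most 0.05.

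The difference in 5′-UTR length (10.8 bp, permutation p = 0.052) passed 0.05 under 9 of 13 alternatives: 16.8 bp without background correction, 11.2 without centring, 21.2 with loess, 14.1 with the deposited ratios, 11.0 for the median of probes, 11.3 for probes wholly inside, 13.9 with the levels of Table S2, and 11.1 to 11.4 with a replicate left out. The Random Forest error (53.4%) was 60.8% with processed signals, 45.1% with centring on the mode, 45.8% with loess, 59.0% with the deposited ratios and 60.3% with the levels of Table S2, and 51.4% with the A + T shares added.

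The sign changed with loess for Bbr_0003 (−0.29), Bbr_0006 (−0.10) and Bbr_0406 (−0.033), for Bbr_0677 without background correction (−0.022) and with the deposited ratios (−0.15), and for the forward strand of the tmRNA without background correction (2.25), with processed signals (1.65), with loess (0.24) and with the deposited ratios (1.46). For the CRISPR array it changed on the forward strand with centring on the mode (0.16) and on the reverse strand with loess (−0.086) and for the median of probes (−0.015). Of 46 named levels, 31 counted as kept with loess, 34 without centring, 36 with processed signals and 37 with the deposited ratios. This count was 38 without background correction and with centring on the mode, and 40 for the median of probes. It was 43 with an offset of 10 and 46 with the gDNA filter. The rest changed sign, crossed the threshold or were counted as moved without doing either. The last kind numbered 6 with loess, 3 without centring and 3 with an offset of 10. Without either replicate, where a level has no p, all 46 kept their direction. For probes wholly inside, 41 of 41 did.

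A single array allows no test of a probe or gene against 0, so leaving out a replicate gave named levels without a p and no counts of transcribed genes, while tests over genes or TUs remained possible. The slide as a block was not run. Signal over background was high, with 99.9% of RNA spots well above background, so saturation at the top and the choice of 0 at the bottom limit the levels. The background model limits them too, since leaving it out shifted the median level of all CDSs by −0.37.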

Differences from the paper's values

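The Random Forest with added A + T shares and the tests of start offsets, spacers and consensus bases were chosen only after the result was seen; the alternatives below were set before the data were examined.

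The paper gives 177 TUs of low level, against 90 here, and 73 of them with a rho-independent terminator, against 40 here. For both, the value was within 1.5 times the paper's without background correction (177 and 78), with processed signals (145 and 63), with loess (217 and 97), with the deposited ratios (167 and 73) and with the levels of Table S2 (166 and 68). It was not with an offset of 10, no centring, centring on the mode, the gDNA filter, the median of probes, probes wholly inside or either replicate left out.

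The paper's mean 5′-UTR is 51 bp, against an extension of 88.4 bp on the arrays, and its mean 3′-UTR 38 bp, against 79.9 bp. None of the 8 alternatives run for them came within 1.5 times the paper's values; the nearest were 80.8 bp with loess and 67.0 bp without centring. The means of the lengths listed in Table S2 itself are 65.6 and 55.5 bp.

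The paper gives a 2-fold level for the methylase genes, against 6.25-fold for Bbr_1119 and 3.93-fold for Bbr_1121 here. For Bbr_1119, none of the 12 alternatives came within 1.5 times the paper's value, and the nearest was 3.45-fold without background correction. For Bbr_1121, no background correction (2.43-fold), processed signals (2.84-fold) and the deposited ratios (2.49-fold) did, and the other 9 did not.

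The paper gives an overlap of 22 nt between neighbouring probes, against 39 nt in the deposited sequences; no alternative bears on this. The paper also calls it a sliding window, and read as the step between probes it stands beside a step of 21 nt here.

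The paper's bars of transcribed CDSs by level show about 120 high, about 320 medium and about 410 low in Fig. 6, read by eye, against 184, 513 and 26 here. For high, no background correction (104), processed signals (131) and no centring (180) were within 1.5 times, and the offset of 10, centring on the mode, loess, the gDNA filter, probes wholly inside, an adjusted p of at most 0.05 and at least 80% of the probes did not. For medium, no background correction (311), processed signals (397), no centring (255), loess (303) and at least 80% of the probes (339) did, and the other 5 did not. For low, none did, with 180 for processed signals and 657 at an adjusted p of at most 0.05. Essential CDSs of low level number about 90 in Fig. 6, read by eye, against 6 here, and none of the 11 alternatives reached it, with 45 for processed signals as the nearest.

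The paper ranks the A + T share of the −10 hexamer first among the classifiers, and here it ranked 8 by accuracy and 9 by Gini impurity of 16. The forest here had 3 classes and none of the negative sequences of the paper's, and its error of 53.4% was no better than the 53.2% of always naming the largest class, so its ranks carry little weight. The paper describes lower agreement with the consensus in weakly transcribed TUs, whereas the −35 hexamer held 3.26 consensus bases in each class; the −10 hexamer held 4.13 at high, 4.12 at medium and 3.98 at low level, lowest in the weakly transcribed TUs as in the paper. The paper describes the essential genes as evenly divided among the levels, and here 122 were high, 150 medium and 6 low, or 97, 136 and 45 with processed signals. The paper has 5′-UTRs nearly always longer than 3′-UTRs, and on the arrays this held in 56.6% of 302 TUs. The paper gives the longest leader to an rRNA locus, and Table S2 lists a longer one, 343 bp, for Bbr_1414. Table 2 places the tmRNA on the forward strand, whereas the signal lay on the reverse strand with 6.63 against −0.69. The paper places the TPP riboswitch upstream of an operon that includes Bbr_0674, and its coordinates lie downstream of that gene. The paper calls the level of the rRNA loci the highest, and here the log2 levels of 6.66 for them and 6.63 for the tmRNA are both saturated and cannot be ranked.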

Other observations

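The test of the fold change column of Table S1 was chosen only after the result was seen. The design has a single condition, so no biological explanation was tested for the patterns below.

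Probes of 1 gene differ in their log2(RNA/gDNA) by more than the arrays do, shifts of a whole gene between arrays left aside. Over 704 genes and 35177 probes, the median within-gene Spearman correlation with the gDNA signal of the other array was −0.268, so part of the spread may come from differences of the gDNA signal between probes. If the label were taken up at the guanines of the RNA under the probe, the ratio would rise with the cytosines of the probe. That correlation was 0.159, below the 0.2 set for it. It cannot be told apart from other effects of base composition, because the correlation with the guanines of the probe was −0.588.

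The housekeeping control probes lie near the baseline. They carry the sequence of the mRNA itself, and the tiling probes of the opposite sequence lay higher by a median of 2.00, with the control probe lower in 27 of 30. This is consistent with probes that cannot bind the labelled transcript.

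The tiling array fold change column of Table S1 ranges from 152 to 21551 with a median of 481, whereas the levels measured here for the same genes have a median of 5.49-fold and reach 70.4-fold. Across genes, which are not independent replicates, the column had a Spearman correlation of 0.997 with RPKM and was equal to or above RPKM in 100% of genes. The difference of both columns lay between 0 and 208. If the column were the sum of RPKM and the array fold change, that difference would rise with the level measured here, but their Spearman correlation was −0.100. The column was not used here as an array value.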
